# ETV4 mediates dosage-dependent prostate tumor initiation and cooperates with p53 loss to generate prostate cancer

**DOI:** 10.1126/sciadv.adc9446

**Published:** 2023-04-05

**Authors:** Dan Li, Yu Zhan, Naitao Wang, Fanying Tang, Cindy J. Lee, Gabriella Bayshtok, Amanda R. Moore, Elissa W. P. Wong, Mohini R. Pachai, Yuanyuan Xie, Jessica Sher, Jimmy L. Zhao, Makhzuna Khudoynazarova, Anuradha Gopalan, Joseph Chan, Ekta Khurana, Peter Shepherd, Nora M. Navone, Ping Chi, Yu Chen

## Abstract

The mechanisms underlying *ETS*-driven prostate cancer initiation and progression remain poorly understood due to a lack of model systems that recapitulate this phenotype. We generated a genetically engineered mouse with prostate-specific expression of the *ETS* factor, ETV4, at lower and higher protein dosage through mutation of its degron. Lower-level expression of ETV4 caused mild luminal cell expansion without histologic abnormalities, and higher-level expression of stabilized ETV4 caused prostatic intraepithelial neoplasia (mPIN) with 100% penetrance within 1 week. Tumor progression was limited by p53-mediated senescence and *Trp53* deletion cooperated with stabilized ETV4. The neoplastic cells expressed differentiation markers such as Nkx3.1 recapitulating luminal gene expression features of untreated human prostate cancer. Single-cell and bulk RNA sequencing showed that stabilized ETV4 induced a previously unidentified luminal-derived expression cluster with signatures of cell cycle, senescence, and epithelial-to-mesenchymal transition. These data suggest that *ETS* overexpression alone, at sufficient dosage, can initiate prostate neoplasia.

## INTRODUCTION

Prostate cancer is the most common malignancy and the second leading cause of cancer deaths in the United States, with an estimated 268,490 new cases and 34,500 deaths being anticipated during 2022 (*1*). Genetic rearrangements that lead to transcriptional up-regulation of *ETS* family transcription factors including *ERG* and three highly conserved polyomavirus enhancer activator 3 (PEA3) subfamily members—*ETV1*, *ETV4*, and *ETV5—*are prevalent and mutually exclusive in prostate cancer; they occur early in the natural history of the disease (*2*–*6*). Oncogenomic analysis indicates that *ETS* rearrangements define one genetic subtype of prostate cancer that is most common in Caucasian men; *FOXA1* mutations define a second subtype that is most common in Asian men; and *SPOP* mutations define a third subclass that represents ~10% in each of Caucasian, African American, and Asian men (*7*, *8*).

Despite intense interest, the mechanisms by which *ETS* overexpression leads to prostate cancer tumorigenesis and disease progression are still not well understood, largely owing to the lack of model systems that show robust tumor initiation. Several genetically engineered mouse (GEM) models that overexpress *ERG* or *ETV1* showed either minimal or no phenotype early time points (*9*–*14*), thus failing to recapitulate the cancer initiating ability of ETS translocation implicated by human genetics. In the setting of *Pten* deletion that by itself robustly mediates neoplasia in the mouse prostate, ERG and ETV1 overexpression reproducibly promotes cancer progression in numerous studies (*9*, *15*–*17*). However, in human prostate cancer, while *PTEN* deletion and *ETS* rearrangement are highly correlated, *PTEN* deletion is less common, is less clonal, and can be heterogenous in *ETS*-rearranged cancers, suggesting that *ETS* rearrangement occurs earlier in human prostate tumorigenesis (*18*, *19*). *TP53* alterations also significantly correlate with *ETS* rearrangement in primary prostate cancer (*3*, *20*), but this interaction has not been explored in mouse models.

The lack of robust oncogenic phenotype in exiting GEM models of *ETS* overexpression may be due to relatively insufficient protein expression of *ETS* transcription factors achieved in previous *ETS*-driven murine prostate cancer models compared to that in human *ETS*-positive prostate cancers (*16*, *21*) and/or tumor cell-intrinsic barriers that prevent tumor progression. In one transgenic line of higher ERG overexpression, there was focal murine prostatic intraepithelial neoplasia (mPIN) at 6 months of age and sporadic invasive cancer at 2 years of age (*10*, *14*). However, the phenotype was still delayed and sporadic with low penetrance.

The protein dosage of PEA3 subfamily of *ETS* transcription factors ETV1, ETV4, and ETV5 is regulated through both transcription and ubiquitylation-mediated protein degradation by E3 ubiquitin ligase COP1, a tumor suppressor in both human prostate cancer and in GEM models of prostate cancer (*22*–*24*). In the prostate TCGA cohort, aberrations of highly homologous *ETV1* and *ETV4* genes comprised 4.8 and 3.3% of patients, respectively, and we chose *ETV4* for modeling. Here, we have developed conditional murine models of wild-type ETV4 (ETV4^WT^) and stabilized ETV4 (V_70_P_71_D_72_-AAA and V_78_P_79_D_80_-AAA, ETV4^AAA^), harboring mutations at the COP1-binding sites and therefore resistant to COP1-mediated degradation. We demonstrate that the stabilized ETV4^AAA^ significantly increased the protein dosage of ETV4. ETV4^AAA^ expression alone initiates widespread mPIN throughout the prostate epithelium within 2 weeks of activation. The mPIN fails to further progress to invasive cancer due to ETV4-mediated simultaneous activation of the p53-dependent senescence program, and ETV4^AAA^ cooperates with *Trp53* loss to promote the development of focally invasive prostate cancer. The neoplastic cells retain expression of prostate lineage differentiation markers such as Nkx3.1 similar to most cases of localized human prostate cancer. In contrast, *Pten* loss–driven murine prostate cancers generally lose Nkx3.1 and are de novo castration resistant and distinct in human primary adenocarcinoma (*25*–*28*). The *ETV4^AAA^; Trp53^LoxP/LoxP^* model maintains luminal gene expression features, which are common features of human prostate cancer but not captured well in other mouse models.

## RESULTS

### Expression of stabilized ETV4 is sufficient to induce prostate neoplasia

Previous studies showed that transgenic and conditional *Rosa26*-mediated *ETS* overexpression in mice did not approximate the high expression level in human prostate cancer, which may account for the minimal phenotypes observed in these models. To examine the role of *ETS* transcription factor protein dosage in prostate cancer initiation, we took advantage of the degron containing two adjacent COP1-binding sites shared by PEA3 subfamily of *ETS* transcription factors—*ETV1*, *ETV4*, and *ETV5* (*22*–*24*, *29*, *30*). We chose to model ETV4 as a representative PEA3 factor and mutated both COP1 degrons from ExxVPD to ExxAAA (ETV4^AAA^). We expressed enhanced green fluorescent protein (EGFP) vector control, ETV4^WT^, and ETV4^AAA^ in A375 melanoma cells and found that, at baseline, protein level of ETV4^AAA^ was significantly higher than that of ETV4^WT^. Treatment with MG132 that inhibits proteosomal degradation increased ETV4^WT^ protein levels and endogenous ETV4 in vector-infected control cells but only minimally affected ETV4^AAA^ protein level, indicating that ETV4^AAA^ is constitutively stable (fig. S1A). To evaluate the possibility that, beyond protein stability, the mutations introduced in ETV4^AAA^ may alter its transcriptional function, we expressed EGFP, ETV4^WT^, and ETV4^AAA^ in two prostate cancer cell lines, 22Rv1 and PC3, and performed RNA sequencing (RNA-seq) analysis. In 22Rv1 cells, the protein level of ETV4^AAA^ was significantly higher than that of ETV4^WT^ due to degradation by COP1. PC3 cells harbor a deletion in COP1 and have increased baseline protein levels of ETV4 (*22*, *31*). In PC3 cells, exogenously expressed ETV4^AAA^ and ETV4^WT^ exhibited similar protein levels (fig. S1B). Principal components analysis (PCA) of RNA-seq showed that the first principal component (PC) was separated by cell line and that the second PC was separated by ETV4 expression. In 22RV1 cells, ETV4^AAA^ caused a much greater expression change as ETV4^WT^ in the same direction. In PC3 cells that have baseline higher levels of ETV4, the transcriptome perturbation was less in general, and ETV4^WT^ caused a greater change in gene expression (fig. S1C). We compared the global transcriptome change induced by ETV4^AAA^ and ETV4^WT^. In 22Rv1 cells, there was a high correlation [Pearson correlation coefficient (*r*) = 0.72], and ETV4^AAA^ induced a greater change (fig. S1D). In PC3 cells, the global transcriptome change was also strongly correlated (Pearson *r* = 0.76), and ETV4^WT^ induced slightly higher gene expression changes. These data suggest that ETV4^AAA^ regulates a similar transcriptome to ETV4^WT^.

We generated mouse models with conditional expression of *ETV4^WT^* and *ETV4^AAA^* followed by *IRES-EGFP* driven by the CAG promoter knocked into the *Rosa26* locus (Fig. 1A). For prostate luminal cell–specific and temporally controlled expression, we crossed these two *ETV4* alleles, as well as CAG-driven conditional *EYFP* allele, with our previously described *Tmprss2-CreER^T2^* (*T2*) mice (*32*–*35*). We used intraperitoneal injection of tamoxifen (TAM) to initiate transgene expression in prostate luminal cells in 6- to 8-week-old *T2; EYFP*, *T2; ETV4^WT^*, and *T2; ETV4^AAA^* male mice. One week after TAM injection, Western blot analysis of prostate lysates showed that ETV4 protein expression was higher in *T2; ETV4^AAA^* mice compared to that in *T2; ETV4^WT^* mice, consistent with the increased stability of ETV4^AAA^ protein in the murine prostate (Fig. 1B). We next examined the histology of the prostate 2 weeks after TAM administration. By then, there are EGFP- or enhanced yellow fluorescent protein (EYFP)–positive cells in all prostate lobes of all three genotypes, indicating that the *Tmprss2-CreER^T2^* was active. At this early time point, *ETV4^AAA^*-expressing mice already developed prevalent prostatic intraepithelial neoplasia (mPIN) with enlarged nuclei, prominent nucleoli, and cribriform growth in the anterior and dorsal prostate (Fig. 1C and fig. S2). The mPIN retained robust androgen receptor (AR) immunostaining and exhibited increased proliferation marked by Ki67 staining. In contrast, the prostates from *ETV4^WT^*-expressing mice were indistinguishable from those expressing EYFP. While GFP immunohistochemistry (IHC) showed prevalent EGFP- or EYFP-positive cells in murine prostates of all three genotypes, ETV4 IHC detected weak nuclear ETV4 protein in ETV4^WT^ prostate but strong nuclear ETV4 expression in the *ETV4^AAA^*-expressing prostate cells (Fig. 1C). Despite the expression of ETV4^AAA^ marked by positive EGFP and ETV4 IHC, we did not observe mPIN in the lateral and ventral lobes of the ETV4^AAA^ prostate (fig. S2). This highlights a lobe-specific sensitivity to specific oncogenic transformation as observed in other genetic engineered models of prostate cancer (*25*, *36*).

**Fig. 1.**
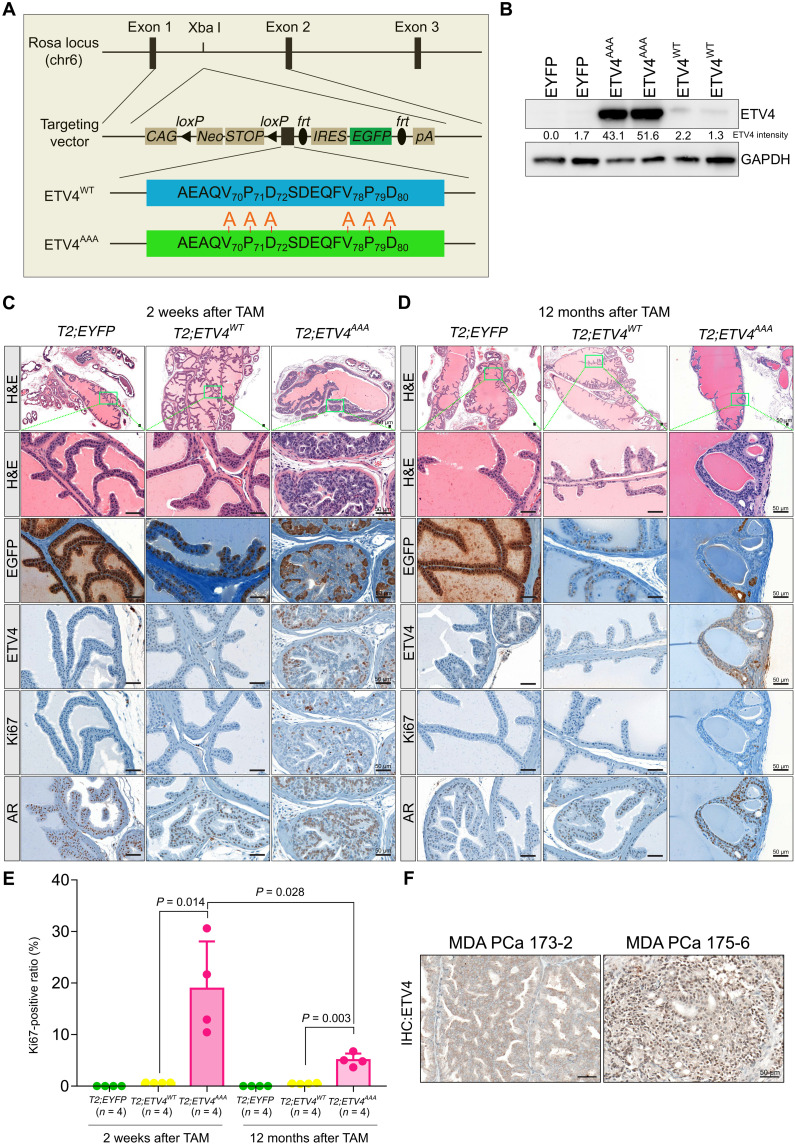
Expression of stabilized ETV4 (ETV4^AAA^) induces prevalent mPin. (**A**) Schematic for generating mice with transgenic expression of human *ETV4^WT^* and *ETV4^AAA^* driven by the chicken actin CMV composite promoter (CAG) knocked into the mouse *Rosa26* locus. The targeting plasmid was electrophoresed into albino C57BL/6J embryonic stem cells to generate the *Rosa26-CAG-LSL-ETV4^WT^* and *Rosa26-CAG-LSL-ETV4^AAA^* mice. (**B**) ETV4 protein expression in mouse prostate from two mice of each genotype quantified by Western blot 1 week after tamoxifen (TAM) treatment. The intensity of ETV4 bands is quantified using ImageJ. GAPDH, glyceraldehyde-3-phosphate dehydrogenase. (**C** and **D**) Two weeks (C) and 12 months (D) after TAM treatment, histological analysis anterior prostate of *T2; EYFP*, *T2; ETV4^WT^*, and *T2; ETV4^AAA^* mice prostate is shown by hematoxylin and eosin (H&E). The expression of EGFP, ETV4, AR, and Ki67 are analyzed with immunohistochemistry (IHC) staining. Scale bars, 50 μm. (**E**) The Ki67-positive luminal cell ratios are quantified on IHC stained slides. (**F**) IHC staining of ETV4 on MDA PCa patient-derived xenograft (PDX) samples. Error bars are SD.

To determine whether high ETV4 protein expression alone is sufficient to drive progression to invasive cancer, we administered TAM in 6- to 8-week-old mice and aged them for 6, 9, and 12 months for phenotypic assessment. Unexpectedly, the mPIN of the anterior and dorsal prostate of *T2; ETV4^AAA^* mice regressed over time, and only residual areas of EGFP-positive mPIN were observed at 6, 9, and 12 months after TAM injection (Fig. 1D and fig. S3, A to C). Ki67 staining revealed that these residual areas with *ETV4^AAA^* expression continue to exhibit increased proliferation. However, the Ki67-positive luminal cell ratio was significantly reduced in ETV4^AAA^ mice at 12 months compared with that at 2 weeks after TAM administration ETV4^AAA^ (Fig. 1E). The prostates of *T2; EYFP* and *T2; ETV4^WT^* mice did not exhibit neoplastic phenotype over the entire 12-month period of observation (fig. S3C).

To determine whether the protein expression level of ETV4^AAA^ in the mouse anterior prostate is comparable to that in human prostate cancer, we performed ETV4 IHC using the same conditions on a patient-derived xenograft (PDX) model with TMPRSS2-ETV4 fusion (MDA PCa 175-6) and a control PDX (MDA PCa 173-2) from MD Anderson (MDA PCa program) deposited in biobank (*37*). We observed a strong nuclear staining in MDA PCa 175-6, suggesting that ETV4^WT^ protein expression is lower than that in human prostate cancer and that ETV4^AAA^ is clinically relevant (Fig. 1F).

We chose *Tmprss2-CreER^T2^* to follow luminal cells over time after a single Cre-mediated induction event. We further compared the induction with *Probasin-Cre* (*Pbsn-Cre*), the most commonly used Cre driver in the prostate epithelium, that mediates continued recombination in prostate epithelial cells from puberty (*38*) to generate the *Pbsn-Cre*; *ETV4^AAA^* mice. We found that, at 6, 9, and 12 months of age, approximately 50% of the *Pbsn-Cre; ETV4^AAA^* mice exhibited mPIN phenotype in anterior lobe and dorsal lobe (fig. S3, D and E). The areas of mPIN were marked by positive EGFP staining. We reasoned that the continuous induction of ETV4^AAA^ though a nonconditional Cre driver results in relatively constant phenotype over time. Despite the continuous induction that maintained mPIN throughout the time studied, there was no evidence of disease progression over time. These data suggest that the expression of *ETV4^AAA^* can directly induce mPIN with little latency and that persistent mPIN phenotype requires maintenance of the *ETV4^AAA^* expression in prostate epithelial cells; however, *ETV4^AAA^* expression alone is insufficient to mediate progression to invasive cancer.

### Stabilized ETV4 induces widespread changes in chromatin landscape to mediate tumorigenesis and senescence

We next examined the molecular impact of stabilized ETV4 in the unique phenotypes associated with prostate tumorigenesis. Recent data have shown that *ETS* translocation alters the chromatin enhancer landscape and the AR cistrome in prostate cancer (*9*, *39*–*41*). To characterize ETV4^AAA^-induced effects on open chromatin landscape and gene expression, we performed assay for transposase-accessible chromatin using sequencing (ATAC-seq) and RNA-seq, respectively. We chose the 2-week time point to enrich for direct targets. To specifically analyze prostate epithelial cells with the recombined allele, we sorted EPCAM-positive and EYFP- or EGFP-positive prostate epithelial cells by fluorescence-activated cell sorting (FACS) from *T2; EYFP*, *T2; ETV4^WT^*, and *T2; ETV4^AAA^* murine prostates (fig. S4A).

ATAC-seq profiles of FACS-sorted cells exhibited expected insert size distribution of open chromatin and nucleosome peaks enriched around known promoters (fig. S4, B and C). Unsupervised clustering of ATAC signal intensity showed that *ETV4^WT^*- and *EYFP*-expressing cells clustered closely, while *ETV4^AAA^*-expressing cells exhibited marked changes in the accessible chromatin landscape (Fig. 2A). We found that ~15% of all ATAC peak loci exhibited changes in peak intensity between *EYFP*- and *ETV4^AAA^*-expressing cells [adjusted *P* < 0.01, fold change (FC) > 2], with approximately equal number of peaks with significantly increased and decreased ATAC signals (Fig. 2B). Among these peaks that are changed by ETV4^AAA^, we found that ETV4^WT^ expression induced changes in ATAC-seq signal in the same direction as that of ETV4^AAA^ expression, but with much smaller magnitude (Fig. 2C), indicating ETV4 dosage-dependent changes in global chromatin accessibility. Motif analysis using MEME–chromatin immunoprecipitation (ChIP) revealed that the *ETS* motif was the most strongly enriched motif among ETV4^AAA^–up-regulated ATAC peaks, occurring at 48.6% of these loci (table S1). The FOX and AP1 motifs were significantly enriched at both ETV4^AAA^–up-regulated and ETV4^AAA^–down-regulated peaks, and the nuclear receptor motif was enriched at the down-regulated peaks (Fig. 2D). Consistently, well-characterized *ETS* targets such as *Dusp6* and *Nrp1* showed increased chromatin accessibility by ETV4^AAA^ expression at previously defined ERG-binding sites in murine prostates with exogenous ERG expression (Fig. 2E) (*9*, *27*). Globally, ERG-binding sites overlap with 31% of ETV4^AAA^–up-regulated ATAC-seq sites and 25% of ETV4^AAA^–up-regulated ATAC-seq sites (Fig. 2F). ATAC-seq footprinting analysis of transcription factor binding sites that minimizes experimental bias showed significantly enhanced binding of ETS transcription factors in *ETV4^AAA^* compared not only with *EYFP*-positive but also with *ETV4^WT^*-positive cells (Fig. 2G and table S2), further indicating an ETV4 dosage-dependent impact on chromatin landscape.

**Fig. 2.**
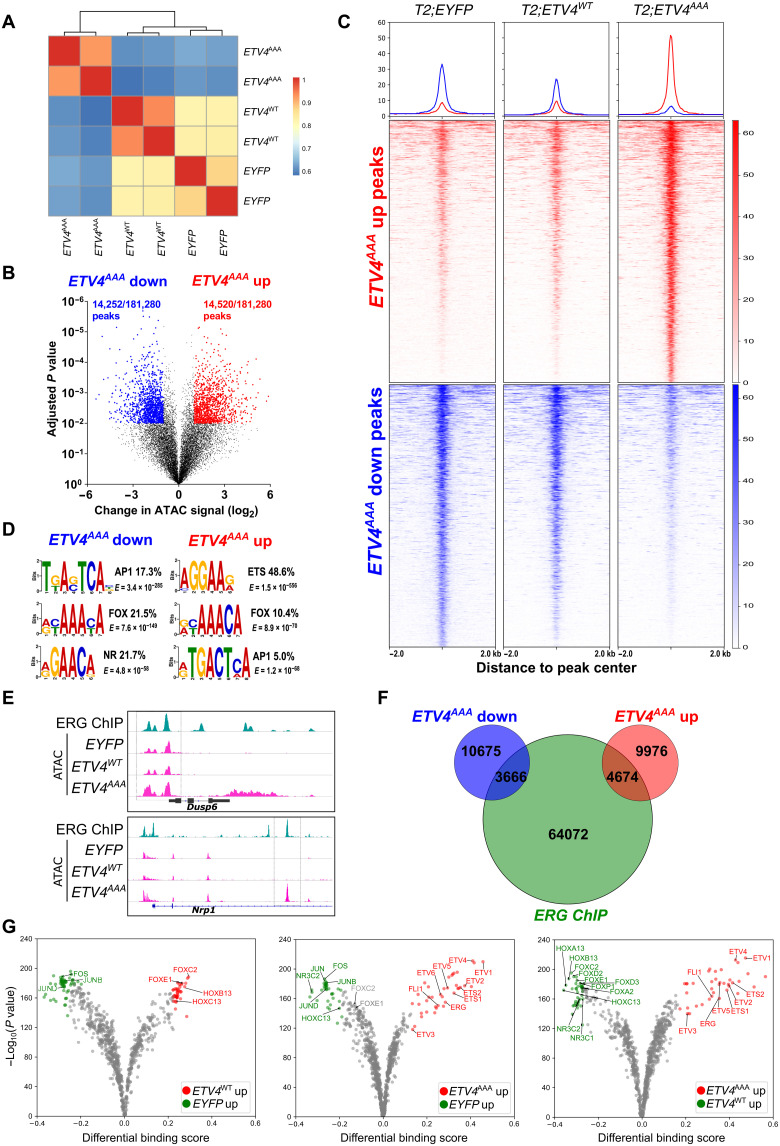
ETV4^AAA^ induces widespread changes in chromatin landscape. (**A**) Clustering of ATAC signal intensity at mapped peaks of EYFP-, ETV4^WT^-, and ETV4^AAA^-expressing cells. (**B**) Volcano plot of ATAC peaks, with significantly increased and decreased peak of ETV4^AAA^-expressing cells compared with EYFP-expressing cells show [adjusted *P* < 0.01, fold change (FC) > 2]. (**C**) Peaks with increased and decreased signal of ETV4^AAA^-expressing cells compared with that of EYFP-expressing cells are shown with heatmap. (**D**) The enriched motifs of ETV4^AAA^–up-regulated or ETV4^AAA^–down-regulated ATAC peaks are shown. (**E**) The chromatin accessibility of well-characterized ETS targets, *Dusp6* and *Nrp1* from ERG chip-seq data of *Pb-Cre4*; *Rosa26*^*ERG*/*ERG*^ mice and ATAC-seq data of EYFP-, ETV4^WT^-, and ETV4^AAA^-expressing cells are shown. (**F**) Venn plot shows the overlap between ERG-binding sites from ERG ChIP-seq and significantly increased and decreased ATAC peaks of ETV4^AAA^-expressing cells compared with that of EYFP-expressing cells. (**G**) Volcano plot of footprinting motif analysis on ATAC-seq data shows the increased binding of transcription factors of EYFP-, ETV4^WT^-, and ETV4^AAA^-expressing cells.

We next analyzed the ETV4^AAA^-induced transcriptome changes. Compared to *EYFP*-expressing control, *ETV4^AAA^* expression induced a greater number of statistically up-regulated genes (537) than down-regulated genes (250) (adjusted *P* < 0.05, FC > 2) (Fig. 3A). Hierarchical clustering of these genes showed that ETV4^WT^ induced only minimal expression changes compared to EYFP control (Fig. 3B). Integrative analysis of ATAC-seq and RNA-seq showed that the closer a peak with increased ATAC signal is mapped to the transcriptional start site (TSS) of a gene, the greater its mean increase in expression; for example, peaks mapped within 1 kb of TSS exhibited a ~2.3-fold increase in expression. Genes mapped to decreased peaks exhibited only minimal decrease in expression (1.02-fold) (Fig. 3C). These data suggest that ETV4^AAA^ primarily serves as a dosage-dependent transcriptional activator and can enhance transcription through increasing chromatin accessibility at promoters.

**Fig. 3.**
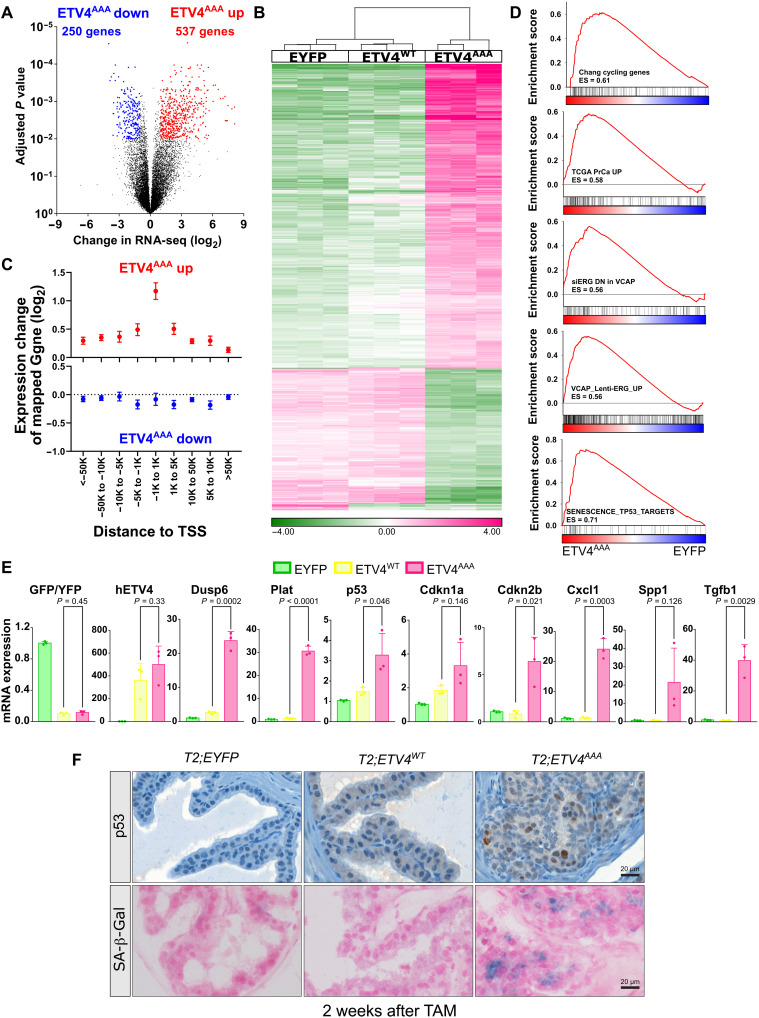
ETV4^AAA^ induces p53 and senescence. (**A**) Volcano plot of up-regulated genes and down-regulated genes in ETV4^AAA^-expressing cells compared with that in EYFP-expressing cells by RNA-seq. (**B**) Hierarchical clustering of genes significantly changed by ETV4^AAA^-expressing cells compared that by with EYFP- and ETV4^WT^-expressing cells. (**C**) The expression of genes mapped to increased (upper panel) or decreased peaks (lower panel) in ETV4^AAA^-expressing cells compared with that in EYFP-expressing cells is shown by integrative analysis of ATAC-seq and RNA-seq data. (**D**) The enriched gene sets in ETV4^AAA^-expressing cells compared with that in EYFP-expressing cells are analyzed using gene set enrichment analysis. (**E**) The expression of individual genes in EYFP, ETV4^WT^ and ETV4^AAA^ prostate cells are shown using RNA-seq data. *n* = 3 for each phenotype. (**F**) The expression of p53 in anterior prostate of EYFP, ETV4^WT^, and ETV4^AAA^ mice 2 weeks after TAM treatment is analyzed with IHC staining. The senescence-associated β-galactosidase (SA-β-Gal) is analyzed with SA-β-Gal staining. Scale bars, 20 μm. Error bars are SD.

To determine the gene expression programs activated by ETV4^AAA^ in prostate epithelial cells, we performed gene set enrichment analysis (GSEA) using ~3000 curated genes sets and custom prostate cancer gene sets. There were many more gene sets enriched among genes significantly up-regulated by ETV4^AAA^ expression than among genes down-regulated by ETV4^AAA^ expression, also suggesting that ETV4^AAA^ is primarily a transcriptional activator (fig. S4D). Among enriched gene sets are those genes associated with cell cycle and proliferation (CHANG_CYCLING_GENES), prostate cancer tumorigenesis in human prostate cancer (TCGA_PrCa_UP), and ERG target genes in prostate cancer (VCAP_siERG_DN and VCAP_Lenti_ERG_UP) (Fig. 3D). We further used GSEA to query gene sets generated from well-established prostate cancer GEM models, including sets of genes up-regulated and down-regulated of the Hi-MYC mouse compared to normal prostate (*36*), of the Pten-deleted mouse compared to normal prostate (*25*), and of ERG-positive versus ERG-negative prostate in the setting Pten deletion (*9*). We found that these sets were significantly enriched (fig. S4E). These data indicate that stabilized ETV4 expression induces an *ETS*-driven prostate oncogenesis program. Notably, gene sets associated with p53-induced senescence were also significantly and positively enriched with ETV4^AAA^ expression (Fig. 3D and table S3).

Examination of individual genes showed that transcript levels of ETV4–internal ribosomal entry site (IRES)–EGFP was similar between ETV4^WT^- and ETV4^AAA^-expressing prostate cells; canonical *ETS* transcriptional targets, e.g., *Dusp6* and *Plat*, were mildly induced by ETV4^WT^ and much more significantly induced by ETV4^AAA^ (Fig. 3E). p53 (*Trp53*), its downstream target p21 (*Cdkn1a*), and senescence-associated genes *Cdkn2b*, *Cxcl1*, *Spp1*, and *Tgfb1* were all significantly up-regulated in ETV4^AAA^-expressing prostate cells compared to that in EYFP and ETV4^WT^ controls. ETV4^AAA^ prostates stained positive for p53 by IHC and for senescence-associated β-galactosidase (Fig. 3F). These data suggest that high dosage of ETV4 expression is required to drive an ETS-mediated oncogenic transcriptional program but simultaneously induces *Trp53*- and p53-associated senescence, which likely limit prostate cancer development and progression from mPIN in ETV4^AAA^-expressing prostate.

### p53 loss cooperates with stabilized ETV4 to promote invasive prostate carcinoma

We analyzed the TCGA dataset of primary prostate cancer to correlate *TP53* genetic aberrations and expression with *ETS* translocation status (*3*). *TP53* genetic alteration rate (mutation or copy number loss) is significantly higher in *ETS* fusion–positive samples (42.42%) than that in *ETS* fusion–negative samples (15.83%), consistent with analysis of the Memorial Sloan Kettering Cancer Center cohort (Fig. 4A) (*20*). We reasoned that *ETS* overexpression may induce p53 expression that selects for p53 loss. Thus, we compared *TP53* RNA expression level between *ETS* fusion–positive samples and *ETS* fusion–negative samples specifically in *TP53* wild-type tumors and found *TP53* expression level to be significantly higher in *ETS* fusion–positive prostate cancer (Fig. 4B). To assess the clinical significance of TP53 loss in ETS-positive prostate cancer, we mined clinical outcome data in three datasets (Fig. 4C): (i) TCGA dataset of primary prostate cancer using endpoint of progression-free survival (*3*), (ii) MSKCC dataset of aggressive prostate cancer with endpoint of overall survival (*42*), and (iii) SU2C/PCF International Dream Team dataset of castrate-resistant prostate cancer (CRPC) with endpoint of overall survival (*43*, *44*). In each dataset, TP53 mutation conveyed a least a trend for poor outcome in ETS-positive prostate cancer (*P* value not signification for TCGA). These data indicate that aberrant high level of *ETS* expression activates p53 and downstream senescence programs and that p53 loss might be a cooperative event that overcomes the barrier for human prostate tumorigenesis and progression.

**Fig. 4.**
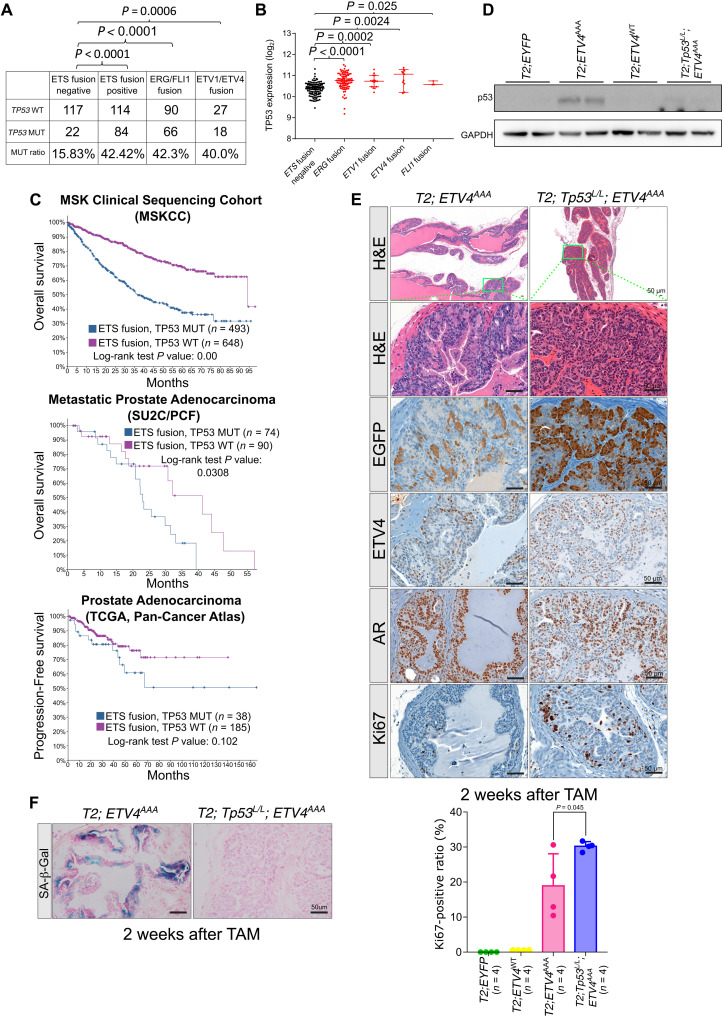
*P53* loss reduces ETV4^AAA^ induces senescence. (**A**) *TP53* alteration rate (mutation or copy number loss) in ETS fusion–positive samples and ETS fusion–negative samples from TCGA data of primary prostate cancer is quantified. (**B**) TP53 mRNA expression levels are analyzed in ETS fusion–positive samples compared with that in ETS fusion–negative samples among TP53 wild-type samples from TCGA data of primary prostate cancer. (**C**) The survival probability of patients with TP53 loss in ETS-positive prostate cancer. (**D**) The expression of p53 in EYFP, ETV4^WT^, ETV4^AAA^, and ETV4^AAA^;*Tp53*^L/L^ mice 2 weeks after TAM treatment are analyzed with Western blot. (**E**) Representative H&E (low magnification and high magnification of indicated area) and IHC of EGFP (antibody recognizes both EGFP and EYFP), AR, ETV4, and Ki67 of anterior prostate 2 weeks after TAM treatment in *T2; Tp53^L/L^; ETV4^AAA^* mice. The Ki67-positive luminal cell ratios are quantified on IHC stained slides. (**F**) Representative SA-β-Gal staining of anterior prostate 2 weeks after TAM treatment in *T2; ETV4^AAA^* and *T2; Tp53^L/L^; ETV4^AAA^* mice. Error bars are SD.

To study the role of p53 in the ETV4^AAA^-mediated senescence and tumor progression, we crossed in the *Trp53^LoxP/LoxP^* mice into the *T2; ETV4^AAA^* mice to generate *T2; Trp53^LoxP/LoxP^; ETV4^AAA^* mice. Two weeks after TAM injection, Western blot of prostate lysates shows decreased p53 protein (Fig. 4D). *T2; Trp53^LoxP/LoxP^; ETV4^AAA^* mice exhibited more profound mPIN compared to *T2; ETV4^AAA^* mice with the lumen filled with epithelial cells positive for ETV4 and EGFP immunostaining and increased Ki67-positive luminal cell ratio compared to *T2; ETV4^AAA^* mice (Fig. 4E). Moreover, senescence-associated β-galactosidase staining was diminished in *T2; Trp53^LoxP/LoxP^; ETV4^AAA^* compared to that in *T2; ETV4^AAA^* prostates (Fig. 4F). These data suggest that the activation of Trp53 by ETV4^AAA^ constrains tumorigenesis.

### scRNA-seq shows that ETV4^AAA^ drives a new luminal cluster that will evolve into prostate neoplastic cells

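Prostates were collected from 24 mice, 3 for each of 4 genotypes at 2 weeks and at 4 months after tamoxifen (TAM). All mice carried T2 (Tmprss2-CreERT2), a TAM-inducible Cre driven by an androgen-regulated gene of prostate epithelium. Cre switches on a cassette in the Rosa26 locus, which encodes EYFP in the control mice and human ETV4 WT or ETV4 AAA, the degron mutant, in the others. In ETV4 AAA;Trp53 LoxP/LoxP mice, Cre also deletes a floxed part of Trp53, which encodes the tumor suppressor p53. The ETV4 cassettes carry EGFP after an internal ribosome entry site in the same transcript, so that transgene molecules can be told from mouse Etv4. The paper describes digestion with collagenase and hyaluronidase and then TrypLE, sorting of DAPI-negative live cells, and capture with 10x Genomics 3′ chemistry. Cells lost in the digestion or outside the live gate are missing from every share. The authors aligned the reads with Cell Ranger and deposited raw UMI counts per barcode for 31053 mouse genes and 6 transgene features. Each mouse has 226644 to 486298 barcodes with a UMI, most of them empty droplets. The deposited counts carry no cell annotation, so cells, clusters and their names were rebuilt from the counts.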

To explore the transcriptional heterogeneity of ETV4-expressing cells and to study the regulatory relationships between ETV4-positive cells and other cell populations in microenvironment, we performed single-cell RNA-seq (scRNA-seq) on FACS-sorted live cells from prostates of *T2; EYFP*, *T2; ETV4^WT^*, *T2; ETV4^AAA^*, and *T2; Trp53^LoxP/LoxP^; ETV4^AAA^* mice 2 weeks and 4 months after TAM treatment. We analyzed single transcriptomes from 48,926 single cells in eight groups of the four genotypes and two time points (*n* = 3 mice for each group), which include 19,854 genes, with a median of 1973 genes per cell and a median of 2039 cells per mouse. 

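The limits of the paper's methods (at least 600 genes, 1500 to 50000 UMIs and at most 20% mitochondrial UMIs) left 50027 barcodes, and 49122 cells remained once the 905 barcodes with the highest doublet scores were removed. These cells held a median of 1979 genes and 6970 UMIs, with a median of 2142 cells per mouse (range 952 to 2936), over 19854 genes seen in at least 10 cells. EYFP mice gave 4439 cells at 2 weeks (median 1511 per mouse) and 4826 at 4 months (median 1714). ETV4 WT mice gave 6183 cells (median 2578) and 7942 cells (median 2725). ETV4 AAA mice gave 6580 cells (median 2340) and 6115 cells (median 2273), and ETV4 AAA;Trp53 LoxP/LoxP mice 5884 cells (median 1794) and 7153 cells (median 2159). The cells of 1 mouse held 7953012 to 16202957 UMIs in EYFP mice, 4749607 to 25336487 in ETV4 WT mice, 12575046 to 25207379 in ETV4 AAA mice and 14108732 to 35587080 in ETV4 AAA;Trp53 LoxP/LoxP mice. Depth per cell differed between groups: the median UMI count was 3726 to 4181 in ETV4 WT mice at 2 weeks and 9938 to 10608 in ETV4 AAA;Trp53 LoxP/LoxP mice at 4 months. Human ETV4 was counted over 2 features, the human ETV4 sequence and the EGFP 3′ end of the same transcript. It was found in 9161 cells, and in 2 of 9265 cells of EYFP mice, while 25 cells of the ETV4 mice held an EYFP UMI. Genes were compared on counts summed over the cells of a type in each mouse, with edgeR, so that the mouse is the replicate. Shares of cell types were compared as cell numbers per mouse with the same tool and by exact permutation of mice.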

To visualize single cells of the global atlas, we used uniform manifold approximation and projection (UMAP) for dimension reduction. 

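Cells were clustered on 1000 variable genes with the transgenes left out, so that ETV4 itself defined no cluster. Leiden clustering at resolution 1 gave 33 clusters, of which 1 was a single cell. Keratins Krt5 and Krt14, which mark basal cells, set apart 4 basal clusters, where Krt5 reached 359 to 991 CPM (counts of a gene per 1e6 counts). The largest of these held 7257 cells. Luminal cells formed 9 clusters. They include 2 clusters that expressed the secretory genes of the anterior prostate (1853 and 1332 cells), 2 with ETV4 target genes such as Dusp6 (1932 and 1235 cells) and a Foxi1-positive cluster of 809 cells. Another of the 9, with 909 cells, had a median of 2684 UMIs and few markers of its own; it is called low-RNA luminal and belongs to no named class. Fibroblasts formed 4 large clusters of 1346 to 4478 cells, next to 497 smooth muscle cells expressing Acta2 and Myh11. Hematopoietic cells formed 7 clusters, with 2847 macrophage-like cells and 1377 myeloid cells high in S100a8. Seminal vesicle, endothelial and nerve cells were found as well. A doubled resolution of 2 gave 40 clusters.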

We then performed Leiden clustering (*45*) and identified 25 clusters, including six luminal epithelial clusters, four basal epithelial clusters, five fibroblast clusters, and six hematopoietic clusters (Fig. 5A and table S4).

**Fig. 5.**
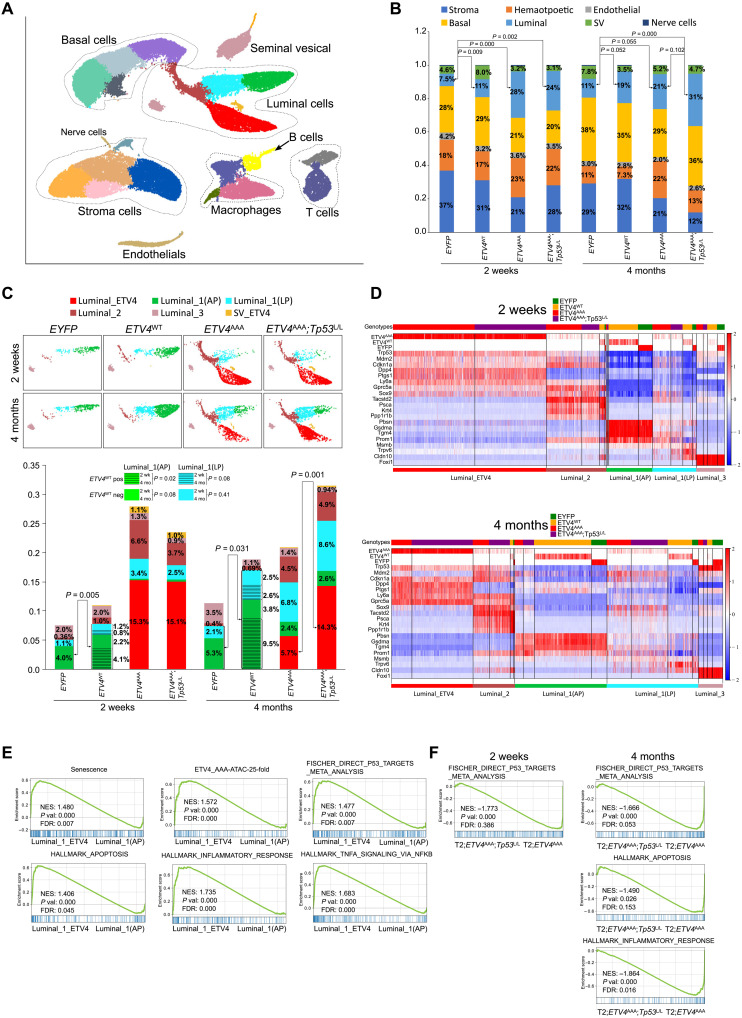
A single-cell atlas of the mPin induced by ETV4^AAA^. (**A**) Single-cell census of the prostates. Shown is uniform manifold approximation and projection (UMAP) of single-cell RNA-seq (scRNA-seq) profiles colored by Leiden clustering of 25 subsets and labeled post hoc. (**B**) Bar graph showing cell percentage of each lineage (three mice per sample; *P* values are estimated using *t* test). SV: seminal vesical. (**C**) Luminal subsets are shown separately for each sample, and cell percentage of each subset was quantified (three mice per sample; *P* is from *t* test). (**D**) Heatmap shows the highly differentially expressed genes (DEGs) for each Luminal clusters, 2 weeks and 4 months after TAM treatment. The top labels each cell by genotype of the mice. The gene expression matrix was normalized to counts per million (CPM) and log_2_(CPM + 1), and gene imputation was performed. The EYFP, ETV4^WT^, and ETV4^AAA^ expressions were shown with the raw data at the top three rows. ETV4^WT^ and ETV4^AAA^ were the same gene reads and separated based on the sample name. (**E**) The enriched gene sets in Luminal_1_ETV4 compared with that in Luminal_1(AP) are analyzed with GSEA. (**F**) The enriched gene sets in T2; *Tp53^L/L^; ETV4^AAA^* mice compared with that in T2; *ETV4^AAA^* mice, 2 weeks and 4 months after TAM treatment, of cells in Luminal_1_ETV4 cluster are analyzed with GSEA.

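Epithelial cells, luminal and basal together, made up 35.9% ± 3.75 (SD, n = 3 mice) of the cells of EYFP mice at 2 weeks and 49.4% ± 2.60 at 4 months. Luminal cells, which line the gland lumen and secrete, went from 7.69% ± 0.936 to 11.8% ± 1.99. Basal cells, which surround them, went from 28.2% ± 3.17 to 37.6% ± 2.78. Every EYFP mouse at 4 months had a larger epithelial share than every EYFP mouse at 2 weeks (2-sided exact permutation test, p = 0.10, the smallest that 3 mice against 3 allow). In edgeR's test over all groups, the log2 ratio of 4 months to 2 weeks was 0.46 (standard error 0.22, adjusted p = 0.25). Stroma stood at 36.1% ± 3.59 and 28.3% ± 4.09, and hematopoietic cells at 18.6% ± 7.33 and 10.7% ± 3.13.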

Quantification of the cell numbers in each cluster showed that, in *T2; EYFP* wild-type mice, there was expansion of epithelial cells (both luminal and basal) over time from 2 weeks to 4 months (35% versus 49%, *P* = 0.003) (Fig. 5B and table S5). At both time points, *T2; ETV4^WT^* mice exhibited an increased percentage of luminal cells with similar percentage of basal cells compared to *T2; EYFP* mice (Fig. 5B, cyan), suggesting that *ETV4^WT^* can mediate luminal expansion. 

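In ETV4 WT mice, luminal cells made up 10.6% ± 0.364 (SD, n = 3) of all cells at 2 weeks and 19.0% ± 6.05 at 4 months. The log2 ratio to EYFP mice of the same age was 0.46 (standard error 0.26, adjusted p = 0.36, edgeR) and 0.68 (standard error 0.26, adjusted p = 0.063). Over both times together, permuting genotypes within each time, the luminal share was higher than in EYFP mice (exact permutation test, p = 0.010, where 0.005 is the smallest possible). Basal cells of ETV4 WT mice stood at 29.0% ± 4.50 and 35.5% ± 5.15, with log2 ratios of 0.04 (adjusted p = 1.0) and -0.08 (adjusted p = 0.87) by the same edgeR test. Within ETV4 WT mice, the luminal share rose between the ages (log2 ratio 0.84, standard error 0.26, adjusted p = 0.015). That rise did not pass without 4-month replicate 3 (0.59), with TMM factors (0.85) or as a share of epithelial cells (0.37). As a share of epithelial cells only, the 4-month ratio to EYFP was 0.54 and passed the test (adjusted p = 0.017). It also passed without ETV4 WT replicate 1 (0.90) or EYFP replicate 3 (0.82).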

*T2; ETV4^AAA^* prostates exhibited more pronounced luminal expansion at 2 weeks but no further increase at 4 months, consistent with the early neoplastic phenotype observed by histology. 

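ETV4 AAA mice had 24.5% ± 1.32 (SD, n = 3) luminal cells at 2 weeks and 21.6% ± 8.70 at 4 months. Against EYFP mice, the luminal share was higher at 2 weeks (log2 ratio 1.67, standard error 0.26, adjusted p = 2.8e-05, edgeR) and at 4 months (0.86, standard error 0.26, adjusted p = 0.024). Against ETV4 WT mice it was higher at 2 weeks (1.20, adjusted p = 0.0012), and at 4 months the ratio was 0.18 (adjusted p = 0.48). No change between the ages was detected within ETV4 AAA mice (log2 ratio -0.18, adjusted p = 0.54). The stroma, the connective tissue around the glands, made up 19.8% ± 3.84 and 18.7% ± 5.82 of cells, below EYFP mice by a log2 ratio of -0.86 (adjusted p = 0.0029) and -0.60 (adjusted p = 0.031). The 3 mice at 4 months spanned 15.4 to 31.5% luminal cells. Without replicate 3 the ratio to EYFP was 0.49, and without EYFP replicate 2 it was 0.75; neither passed the test. The 4-month stromal ratio did not pass with TMM factors (-0.36), without ETV4 AAA replicate 1 or 3 (-0.52 and -0.44) or without EYFP replicate 2 or 3 (-0.60 and -0.49).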

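Luminal cells of ETV4 AAA;Trp53 LoxP/LoxP mice made up 21.4% ± 4.26 (SD, n = 3) of all cells at 2 weeks and 30.1% ± 2.91 at 4 months. Both shares were higher than in EYFP mice (log2 ratios 1.48, adjusted p = 0.00013, and 1.35, adjusted p = 0.00016, edgeR). Every mouse at 4 months had a larger luminal share than every mouse at 2 weeks (exact permutation test, p = 0.10, the smallest possible), with a log2 ratio between the ages of 0.49 (standard error 0.25, adjusted p = 0.10). Luminal and basal cells together went from 43.3% ± 4.92 to 67.0% ± 5.58, a rise that passed the test (0.63, adjusted p = 0.013), though not without replicate 3 of 2 weeks (0.56). Basal cells alone rose from 21.8% ± 1.53 to 36.8% ± 2.68 (0.76, adjusted p = 0.0025), though as a share of epithelial cells the ratio was 0.12 and did not pass. Against mice with the same ETV4 AAA allele and intact Trp53, the luminal ratio was -0.19 at 2 weeks (adjusted p = 0.77) and 0.48 at 4 months (standard error 0.25, adjusted p = 0.20). The difference between these ratios was 0.67 (standard error 0.36, adjusted p = 0.29). Without ETV4 AAA replicate 3 of 4 months, the 4-month ratio was 0.86 and the difference 1.05, and both passed. Scaled to the typical lineage by TMM factors, the ratio between the ages was 1.12 and passed.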

In *T2; ETV4^AAA^;Trp53^LoxP/LoxP^* prostate, there was similar luminal expansion at 2 weeks and further increase at 4 months (Fig. 5B and table S5). These data are consistent with our observation that p53-mediated senescence limits the expansion and persistence of mPIN phenotype of *ETV4^AAA^*-expressing prostate cells (Fig. 1, C and D, and fig. S3, A and B).

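Among distal luminal cells, the share with a human ETV4 UMI stood lower at 4 months than at 2 weeks in ETV4 AAA mice, from 71.9% ± 2.26 (SD, n = 3) to 49.6% ± 2.85 (exact permutation test, p = 0.10, the smallest possible). It was 76.6% ± 4.62 and 61.4% ± 5.13 in ETV4 AAA;Trp53 LoxP/LoxP mice, and higher than in ETV4 AAA mice over both times (exact permutation test, p = 0.010, where 0.005 is the smallest possible). Thinned to 2000 UMIs per cell, the shares were 55.1% and 30.8% in ETV4 AAA mice and 57.5% and 41.6% in ETV4 AAA;Trp53 LoxP/LoxP mice. Hematopoietic cells, which should lack the transgene, held an ETV4 UMI in 2.76% and 1.49% of cells in ETV4 AAA mice and in 3.56% and 2.75% in ETV4 AAA;Trp53 LoxP/LoxP mice, at median depths of 4954, 4503.5, 5592.5 and 4840 UMIs against 12079 to 15736.5 in luminal cells. The ETV4 AAA luminal share did not grow while the ETV4 AAA;Trp53 LoxP/LoxP luminal share stood highest at 4 months.

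**Figure D1:**
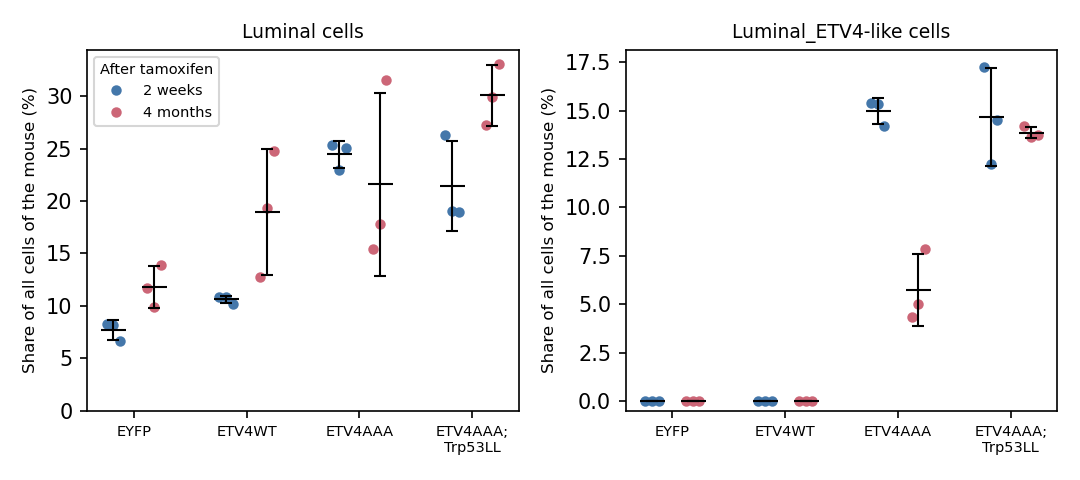
Share of all cells of each mouse (%, y axis) that were luminal (left) or Luminal_ETV4-like (right), by genotype (x axis) and time after tamoxifen (color); each point is 1 mouse, and the bars give the mean and SD of 3 mice. The luminal share of ETV4 AAA;Trp53 LoxP/LoxP mice at 4 months lies at 27.3 to 33.1%, and no Luminal_ETV4-like cell was found in EYFP or ETV4 WT mice.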

We next analyzed the identities of luminal cell clusters by the marker gene expression. We then annotated the luminal clusters based on the highly expressed marker genes and quantified the cell numbers in each group (fig. S5A). We first focused on *T2; EYFP* wild-type mice and identified the common luminal cell populations: luminal 1 (L1), L2, and L3 that had been found in previous studies (fig. S5A and table S6) (*35*, *46*, *47*), adopting nomenclature from Karthaus *et al.* (*46*). The Luminal_1 cells are secretory cells that comprise the bulk of the distal prostate. 

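Apart from the low-RNA luminal cluster, the luminal cells with secretory genes fell into 4 clusters. Cluster 13 (1332 cells) was led by anterior prostate genes: Pbsn (probasin) at 27115 CPM, Tgm4, a transglutaminase of the seminal fluid, at 16198 CPM, and Gsdma at 616 CPM. Cluster 7 (1853 cells) held less of them (Pbsn 7016, Tgm4 5070 and Gsdma 125 CPM) and high Clu (clusterin, 11812 CPM). Both are called Luminal_1(AP)-like. The lateral prostate gene Msmb, a secreted beta-microseminoprotein, reached 55229 CPM in cluster 28 (240 cells), where Trpv6 was at 1.45 CPM. Trpv6, a calcium channel, stood at 49.5 CPM in cluster 22 (606 cells), where Msmb was at 413 CPM. These 2 clusters are called Luminal_1(LP)-like. The clusters were named from such genes, so the levels describe them and are no test. In EYFP mice, cluster 13 made up 3.04% of all cells at 2 weeks and 3.29% at 4 months, and cluster 7 0.403% and 0.659% (means of 3 mice).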

We further separated them into two subclusters: Luminal_1(AP) that highly expresses anterior prostate marker genes *Pbsn*, *Gsdma*, and *Tgm4*; and Luminal_1(LP) that highly expresses lateral prostate marker genes *Msmb* and *Trpv6* (*47*). Luminal_2 cells are found in the proximal prostate and invaginated tips of distal prostate; express *Tacstd2* (Trop2), *Ly6a* (Sca1), *Psca*, and *Krt4*; and exhibit enhanced progenitor characteristics (*35*). 

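A cluster of 397 cells carried the Luminal_2 genes and is called Luminal_2-like. Psca, a surface antigen of progenitor-like epithelium, was at 3279 CPM and the keratin Krt4 at 803 CPM, against at most 231 and 30.7 CPM in the other luminal clusters. Ly6a (Sca1) was at 2542 CPM. It was higher in the Luminal_ETV4-like clusters (6648 and 3023 CPM) and highest in cluster 29 (14771 CPM), which occurred only in ETV4 AAA and ETV4 AAA;Trp53 LoxP/LoxP mice, so Ly6a alone does not set Luminal_2-like cells apart. In EYFP mice, Luminal_2-like cells made up 0.291% ± 0.159 (SD, n = 3) of all cells at 2 weeks and 0.448% ± 0.218 at 4 months.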

Luminal_3 cells are ionocytes defined by expression of the transcription factor *Foxi1* (fig. S5A and table S6).

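Foxi1, the transcription factor that specifies ionocytes, was at 629 CPM in a cluster of 809 cells and at 6.61 CPM or less in every other luminal cluster. Atp6v1g3, a subunit of the proton pump of such cells, reached 2271 CPM there. Summed per mouse over 12 EYFP and ETV4 WT mice, Foxi1 was at 515 ± 48.4 CPM (SD) in these Luminal_3-like cells and at 1.30 ± 2.17 CPM in Luminal_1-like cells. The cluster is named from Foxi1, so this difference is part of its definition. Secretory genes were low in it: all 20 measured genes of the prostate secretory list fell (20 adjusted over the list alone; adjusted p = 1.3e-32, and 0.0094 with an estimated correlation). Luminal_1-like cells were named from secretory genes, among them Msmb of this list, so this fall too is in part a matter of definition. Of 26 genes of the unfolded protein response, which secreting cells use, 22 fell and 2 rose (adjusted p = 2.6e-14, and 0.0094 with an estimated correlation). Luminal_3-like cells made up 2.44% ± 0.310 (SD, n = 3) of the cells of EYFP mice at 2 weeks and 4.02% ± 2.20 at 4 months.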

Compared to *T2; EYFP* wild-type prostates, *T2;ETV4^WT^* prostates did not comprise any new luminal clusters, suggesting that ETV4^WT^ cannot transform luminal cells. However, *T2;ETV4^WT^* prostates exhibited expansion of Luminal_1 clusters compared with *T2;EYFP* that is more pronounced from 2 weeks to 4 months (Fig. 5C and table S5; 5.1% versus 8.3%, *P* = 0.005, at 2 weeks; and 7.4% versus 18.4%, *P* = 0.03, at 4 months). Furthermore, within the *T2;ETV4^WT^* prostates, the expansion of Luminal_1 clusters over time was mostly due to *ETV4^WT^*-expressing cells (dashed green and dashed cyan). These data suggest that, while expression of *ETV4^WT^* did not cause detectable histologic phenotype or new gene expression cluster, its expression was able to cause luminal expansion over time at the single-cell level.

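The 2 clusters that carry the ETV4 program (Luminal_ETV4-like) held no cell of ETV4 WT mice, 0 of 6183 at 2 weeks and 0 of 7942 at 4 months, which allows up to 0.0485% and 0.0378% of cells. EYFP mice held none either. Human ETV4 was nevertheless expressed in ETV4 WT mice: 59.8% ± 12.7 (SD, n = 3) of their distal luminal cells had an ETV4 UMI at 2 weeks and 69.9% ± 5.84 at 4 months (45.6% and 43.4% thinned to 2000 UMIs). The background in hematopoietic cells was 4.36% and 5.57%, at median depths of 3049 and 5504 UMIs against 5726 and 10784.5 in luminal cells. Most distal luminal cells with an ETV4 UMI lay in the Luminal_1-like clusters found in EYFP mice. Cluster 7 held 6.83% and 15.0% of them, and the low-RNA luminal cluster, which belongs to no named class, held 2.40% and 19.4%. Unnamed cluster 29 also held no cell of ETV4 WT or EYFP mice.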

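Luminal_1-like cells, anterior and lateral together, made up 7.70% ± 0.661 (SD, n = 3) of the cells of ETV4 WT mice at 2 weeks and 13.5% ± 5.16 at 4 months. In EYFP mice they made up 4.37% ± 0.658 and 5.47% ± 2.42. The difference passed edgeR's test at 4 months (log2 ratio 1.29, standard error 0.35, adjusted p = 0.0050) and not at 2 weeks (0.82, standard error 0.35, adjusted p = 0.13). At 2 weeks every ETV4 WT mouse was above every EYFP mouse (exact permutation test, p = 0.10, the smallest possible), and over both times the exact permutation p was 0.005, the smallest possible. Luminal_3-like cells, 2.04% and 1.16% of ETV4 WT cells, did not differ detectably from EYFP mice (adjusted p = 0.85 and 0.14). Of 19 tested genes that define Luminal_1(AP)-like cells, none differed between these genotypes at 2 weeks, but 1 was higher and 5 lower in ETV4 WT mice at 4 months, so the class itself moved in part. Without ETV4 WT replicate 3, the 4-month ratio was 0.95 and did not pass. With the low-RNA luminal cells counted in, an alternative added after seeing the data, the shares were 7.86% and 17.1% in ETV4 WT mice.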

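In ETV4 WT mice, Luminal_1-like cells with a human ETV4 UMI made up 4.54% ± 0.688 (SD, n = 3) of all cells at 2 weeks and 9.38% ± 2.47 at 4 months. This rise passed the test (log2 ratio 1.04, standard error 0.38, adjusted p = 0.035, edgeR). Luminal_1-like cells without an ETV4 UMI made up 3.16% ± 1.25 and 4.08% ± 2.80 (log2 ratio 0.35, adjusted p = 0.63). Leaving out 1 mouse moved that ratio between -0.36 and 0.74, never past the test. Within Luminal_1(AP)-like cells, 62.7% ± 8.06 and 80.3% ± 1.88 had an ETV4 UMI. Cells were deeper at 4 months, and thinned to 2000 UMIs the shares were 50.5% and 49.8%, with ETV4 at 528 and 524 CPM, so a cell without an ETV4 UMI can still carry the active transgene. This lies far above the share in hematopoietic cells of the same mice. The rise did not pass without ETV4 WT replicate 2 or 3 of 2 weeks (0.94 and 1.03) or replicate 2 or 3 of 4 months (1.04 and 0.84). As a share of epithelial cells it was 0.56, and with TMM factors 1.07; neither passed. With cells thinned to 2000 UMIs, an alternative added after seeing the data, the shares of Luminal_1-like cells with an ETV4 UMI were 3.32% and 5.60% (log2 ratio 0.76, adjusted p = 0.076). The rise of cells without one passed (0.94, adjusted p = 0.037), so the rise is not shown to lie in cells with an ETV4 UMI alone. Cells with 1500 to 2000 UMIs pass the filter but cannot be thinned to 2000. Cells were shallower at 2 weeks, so the set of thinned cells may differ between the ages.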

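In Luminal_1(AP)-like cells, Dusp6, a phosphatase induced by ETS factors and MAPK signaling, rose in ETV4 WT mice at both times. It stood at 56.6 ± 8.04 CPM (SD, n = 3) against 5.31 ± 1.67 in EYFP mice at 2 weeks (log2 fold change 3.49, standard error 0.47, adjusted p = 0.00046, edgeR) and at 87.3 ± 16.6 against 5.19 ± 5.14 at 4 months (3.53, adjusted p = 1.5e-07). Defb1, a secreted defensin, fell (-1.99 and -2.34), as did Mmp7, a secreted metalloprotease, at 4 months (-1.73, adjusted p = 1.4e-05). Cdkn1a, which encodes the cell cycle inhibitor p21, was at 106 ± 18.6 against 50.4 ± 4.84 CPM at 4 months (1.11, adjusted p = 0.0014). For Trp53 (0.55, adjusted p = 0.42) and Mdm2 (0.02, adjusted p = 0.99) no change was detected at that time. At 2 weeks Cdkn1a was at 0.82 (adjusted p = 0.16), Trp53 at -0.41 (adjusted p = 0.75) and Mdm2 at -0.19 (adjusted p = 0.86), none past the test. In all, 15 of 6052 genes rose and 6 fell at 2 weeks, and 96 rose and 53 fell at 4 months. At both times these include Rnaset2b and Gm8797, which rose, and Gt(ROSA)26Sor, which fell (-4.94 and -4.37); these 3 genes set EYFP mice apart in luminal, basal, stromal and immune cells alike. Within the 6 ETV4 WT mice, cells with an ETV4 UMI differed from cells without one in 175 of 4476 genes, 91 higher and 84 lower, among them Dusp6 (4.11), Clu (1.22) and Trib1 (1.38). Cells with an ETV4 UMI were deeper (medians per mouse of 4759 to 6148 against 2449 to 3404 UMIs at 2 weeks and 13271.5 to 17380 against 6762 to 7743 at 4 months), and more of them lay in cluster 7, which is high in Clu (8.89% and 23.4% against 3.33% and 5.96%). Of 25 dissociation stress genes measured in that comparison, 10 were higher and none lower (12 adjusted over the list alone; adjusted p = 3.4e-15, and 0.018 with an estimated correlation). The 2-week count was 121 without EYFP replicate 1 (41 higher and 80 lower), and 9 to 12 without any other mouse. That control library stood apart in depth, with medians of 4142 UMIs and 1573 genes per cell against 8247 and 8211 UMIs and 2214 and 2206 genes in EYFP replicates 2 and 3; whether depth moved the count was not tested. With doublets kept, Dusp6 was at 1.43 at 2 weeks and did not pass. At 4 months the count was 92 without ETV4 WT replicate 2, and without EYFP replicate 3 there were 74 higher and 79 lower. The count within ETV4 WT mice was 76 to 87 without any 1 of the 4-month mice, with 50 higher and 26 lower without replicate 1 and 58 and 29 without replicate 2.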

In contrast, expression of ETV4^AAA^ in *T2; ETV4^AAA^* and *T2; ETV4^AAA^;Trp53^LoxP/LoxP^* prostates generated two new luminal clusters that express *ETV4^AAA^* (Luminal_ETV4 and SV_ETV4) with distinct transcriptome features from previously described luminal clusters (Fig. 5C). 

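Clusters 6 (1932 cells) and 14 (1235 cells) held cells of ETV4 AAA and ETV4 AAA;Trp53 LoxP/LoxP mice only and are called Luminal_ETV4-like. In ETV4 AAA mice, 98.1% ± 0.764 (SD, n = 3) of these cells had an ETV4 UMI at 2 weeks and 97.7% ± 2.41 at 4 months, and in ETV4 AAA;Trp53 LoxP/LoxP mice 98.2% and 98.8% (71.9 to 78.0% thinned to 2000 UMIs). ETV4 was at 827 ± 60.1 and 944 ± 85.7 CPM in ETV4 AAA mice. The comparison behind the genes takes every distal luminal cell with an ETV4 UMI, whatever its cluster, against Luminal_1(AP)-like cells of EYFP mice. At 2 weeks, 2473 of 11406 genes rose and 1852 fell. Dusp6 reached 1147 ± 44.8 CPM against 5.23 ± 1.51 (log2 fold change 7.83, adjusted p = 4.5e-15, edgeR). Plat and Plaur, of the plasminogen system, rose by 8.81 and 7.46, and the iron-binding protein Lcn2 by 7.04. Pyy, a gut hormone gene with 0 counts in EYFP cells, was at least 18026-fold higher (floor of 3 counts over the group). Of 23 ETS and MAPK feedback genes, 17 rose and 2 fell (17 and 2 adjusted over the list alone; adjusted p = 1.0e-14, and 0.0023 with an estimated correlation). Secretory genes fell: Tgm4 by -6.64 and Pbsn by -4.14. At 4 months, 2817 genes rose and 1961 fell. Cluster 6, the Pyy cluster, went from 14.9% to 0.878% of the cells of ETV4 AAA mice, and cluster 14 from 0.0910% to 4.87% ± 2.04. No seminal vesicle cluster was rich in ETV4: 5.63% ± 6.52 and 9.60% ± 2.38 of seminal vesicle-like cells of ETV4 AAA mice had an ETV4 UMI. ETV4 taken from the human ETV4 feature alone left 2450 and 2474 genes past the test.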

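Dpp4 (CD26), a peptidase on distal luminal cells, stood at 86.3 ± 6.26 CPM (SD, n = 3) in ETV4-positive distal luminal cells of ETV4 AAA mice at 2 weeks, against 32.8 ± 9.11 in Luminal_1(AP)-like cells of EYFP mice (log2 fold change 1.38, standard error 0.25, adjusted p = 7.7e-05, edgeR). At 4 months the levels were 67.7 ± 4.06 and 45.8 ± 13.9 CPM (0.67, standard error 0.21, adjusted p = 0.012). Sox9, a transcription factor of prostate progenitors, was at 297 ± 31.6 against 89.3 ± 17.0 CPM at 2 weeks (1.71, adjusted p = 6.7e-08) and at 220 ± 18.9 against 46.4 ± 18.6 at 4 months (2.29, adjusted p = 1.2e-09). Trp53 deletion left Dpp4 without a detected change (-0.02 and -0.11). Sox9 in ETV4 AAA;Trp53 LoxP/LoxP mice was at 0.10 relative to ETV4 AAA mice at 2 weeks (adjusted p = 0.90) and lower at 4 months (-0.62, adjusted p = 0.015). Of 14 genes of luminal stem and progenitor cells, 8 rose and 1 fell at 2 weeks, and 11 rose and 1 fell at 4 months (the same counts adjusted over the list alone; adjusted p = 0.0040 and 2.7e-05, and 0.090 and 0.040 with an estimated correlation). Without EYFP replicate 3 the 4-month change of Dpp4 was 0.29, and with ETV4 from the human ETV4 feature alone 0.63; neither passed. The fall of Sox9 did not pass in the Luminal_ETV4-like clusters taken alone (-0.42), with ETV4 from the human feature alone (-0.31), with lateral cells added to the control (-0.62), or without replicate 1 or 3 of either genotype (-0.59 and -0.55 without the ETV4 AAA mice, -0.54 and -0.61 without the ETV4 AAA;Trp53 LoxP/LoxP mice).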

The Luminal_ETV4 cells highly express L1 marker genes: CD26/Dpp4 and progenitor marker Sox9 (Fig. 5D). 

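Luminal_ETV4-like cells made up 15.0% ± 0.660 (SD, n = 3) of the cells of ETV4 AAA mice at 2 weeks and 5.74% ± 1.87 at 4 months. In ETV4 AAA;Trp53 LoxP/LoxP mice they made up 14.7% ± 2.53 and 13.9% ± 0.298. At 4 months the share was higher in ETV4 AAA;Trp53 LoxP/LoxP mice (log2 ratio 1.28, standard error 0.32, adjusted p = 0.022, edgeR), and at 2 weeks no difference was detected (-0.03, adjusted p = 0.96). The decline with age in ETV4 AAA mice passed the test (-1.39, adjusted p = 0.0034). The difference between the times was 1.31 (standard error 0.44, adjusted p = 0.10). Counted by the transgene instead of the cluster, distal luminal cells with an ETV4 UMI made up 16.1% ± 1.02 and 9.29% ± 3.08 in ETV4 AAA mice and 15.3% ± 2.29 and 16.8% ± 0.346 in ETV4 AAA;Trp53 LoxP/LoxP mice, with a 4-month log2 ratio of 0.86 (standard error 0.29, adjusted p = 0.057). Each ETV4 AAA;Trp53 LoxP/LoxP mouse at 4 months was above each ETV4 AAA mouse by both counts (exact permutation test, p = 0.10, the smallest possible). The clusters differ in part between the ages: cluster 14 held 13.1% ± 0.389 of ETV4 AAA;Trp53 LoxP/LoxP cells at 4 months. Of 26 genes that define the class, 3 rose and 3 fell between the genotypes at 4 months. The ratio of Luminal_ETV4-like cells did not pass without ETV4 AAA replicate 1 or 2 (1.11 and 1.19), without ETV4 AAA;Trp53 LoxP/LoxP replicate 2 or 3 (1.29 and 1.28), as a share of epithelial cells (0.94), or in cells with at least 1000 genes and 3000 UMIs (1.21). Counted by the transgene, it passed without ETV4 AAA replicate 3 (1.16), with TMM factors (1.30), at Leiden resolution 2 (0.87) and with at most 10% mitochondrial UMIs (0.87). The difference between the times passed without ETV4 AAA replicate 3 of 4 months (1.60).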

At 4 months after TAM administration, the percentage of Luminal_ETV4 cells in *T2; ETV4^AAA^;Trp53^LoxP/LoxP^* was significantly higher than that in *T2; ETV4^AAA^* mice, indicating that loss of p53 facilities the persistence of this neoplastic population and allowing for tumor progression over time (Fig. 5D). We next specifically analyzed expression of *Trp53* and downstream genes *Mdm2* and *Cdkn1a* (Fig. 5D and fig. S5, B and C). In control EYFP mice and in ETV4^WT^ mice, *Trp53*, *Mdm2*, and *Cdkn1a* were robustly expressed in Foxi1-positive Luminal_3 cells and lowly expressed in Luminal_1 cells. 

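Trp53 was higher in Luminal_3-like cells, the Foxi1-positive ionocytes, than in Luminal_1-like cells: 74.4 ± 14.9 CPM (SD, n = 12 EYFP and ETV4 WT mice) against 26.3 ± 5.75. The log2 fold change was 1.5 (adjusted p = 6.6e-10, edgeR with the mouse as a block). Cdkn1a (p21) was at 132 ± 52.6 against 86.4 ± 23.5 CPM (0.55, adjusted p = 7.4e-05). Mdm2, the ubiquitin ligase that degrades p53, showed no detected difference (-0.12, adjusted p = 0.40). Luminal_3-like cells held 14 to 79 cells per mouse. These types differ in most of what was tested: 2236 of 5620 genes were higher and 2062 lower in Luminal_3-like cells.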

*Trp53* and downstream genes are up-regulated in the Luminal_ETV4 cluster compared to that in the Luminal_1_AP and Luminal_1_LP clusters, consistent with ETV4^AAA^-induced stress. 

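Trp53 rose in ETV4-positive distal luminal cells of ETV4 AAA mice. At 2 weeks it stood at 164 ± 7.64 CPM (SD, n = 3) against 25.3 ± 9.09 in Luminal_1(AP)-like cells of EYFP mice (log2 fold change 2.67, standard error 0.22, adjusted p = 5.9e-10, edgeR), and at 4 months at 77.7 ± 3.30 against 14.4 ± 2.32 (2.34, adjusted p = 7.2e-09). Several p53 targets rose with it at 2 weeks: Phlda3, an inhibitor of Akt (3.51, adjusted p = 1.7e-07), the stress cytokine gene Gdf15 (3.17, adjusted p = 8.2e-09) and Bax, which promotes apoptosis (1.48, adjusted p = 1.9e-07). At 4 months Phlda3 was at 1.24 (adjusted p = 0.0057). Against ETV4-positive cells of ETV4 WT mice, Trp53 was higher by 2.64 at 2 weeks and 1.74 at 4 months. Eda2r, a p53-induced receptor with 0 counts in EYFP cells at 2 weeks, was at least 3.07-fold higher. The cells compared lie in different clusters: at 2 weeks 91.6% and at 4 months 60.7% of the ETV4 AAA cells were Luminal_ETV4-like. EYFP cells were few, 154 at 2 weeks and 200 at 4 months.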

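In ETV4-positive distal luminal cells, Trp53 was lower in ETV4 AAA;Trp53 LoxP/LoxP than in ETV4 AAA mice. It stood at 84.0 ± 11.6 CPM (SD, n = 3) at 2 weeks (log2 fold change -0.97, standard error 0.14, adjusted p = 0.00016, edgeR). At 4 months it was at 31.7 ± 2.72 CPM (-1.29, standard error 0.14, adjusted p = 4.4e-06). This assay reads the 3′ end of transcripts, and where the Trp53 tags lie relative to the floxed part was not examined. Trp53 counts therefore do not show whether the floxed part was deleted. ETV4 taken from the human ETV4 feature alone gave -0.74 at 2 weeks, which did not pass.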

Trp53^L/L^ mice exhibit a slightly decreased Trp53 expression likely due to nonsense mediated decay. 

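Cdkn1a, which encodes p21 and arrests the cell cycle, rose in ETV4-positive distal luminal cells of ETV4 AAA mice. It was at 535 ± 32.2 CPM (SD, n = 3) at 2 weeks against 58.2 ± 14.0 in Luminal_1(AP)-like cells of EYFP mice (log2 fold change 3.23, standard error 0.18, adjusted p = 6.2e-13, edgeR), and at 397 ± 22.2 against 51.3 ± 3.55 at 4 months (2.96, adjusted p = 2.1e-12). Mdm2, a p53 target that feeds back on p53, was at 90.1 ± 18.8 against 45.2 ± 6.31 CPM at 2 weeks (1.01, standard error 0.25, adjusted p = 0.0022). At 4 months Mdm2 was at 45.5 ± 3.25 against 35.0 ± 9.09 CPM (0.46, standard error 0.24, adjusted p = 0.13). Against ETV4-positive cells of ETV4 WT mice, Cdkn1a was higher by 2.55 and 1.91. The ratio of Mdm2 to ETV4 WT mice was 1.07 at 2 weeks and 0.27 at 4 months (adjusted p = 0.24).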

Trp53 downstream genes including Mdm2 and Cdkn1a are also up-regulated in the Luminal-ETV4 cluster compared to that in Luminal_1 clusters. In Luminal-ETV4 cells, they are down-regulated after Trp53 deletion (Fig. 5D and fig. S5, B and C). 

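Cdkn1a fell in ETV4-positive distal luminal cells of ETV4 AAA;Trp53 LoxP/LoxP mice relative to ETV4 AAA mice, to 319 ± 24.6 CPM (SD, n = 3) at 2 weeks (log2 fold change -0.74, standard error 0.13, adjusted p = 0.0049, edgeR) and to 199 ± 21.2 at 4 months (-1.0, adjusted p = 8.4e-05). Mdm2 fell to 52.6 ± 7.96 CPM at 2 weeks (-0.78, standard error 0.17, adjusted p = 0.026). At 4 months Mdm2 was at 32.0 ± 1.08 CPM (-0.50, standard error 0.18, adjusted p = 0.11). Ralgps2, an activator of the GTPase Ral, fell at 2 weeks (-1.90, adjusted p = 2.8e-05). The p53 targets Phlda3 (-1.94, adjusted p = 1.5e-05) and Plk2, a kinase (-1.22, adjusted p = 0.0039), fell at 4 months. In all, 35 genes rose and 28 fell at 2 weeks, and 193 rose and 419 fell at 4 months, of 11406 tested. The 2-week call of Mdm2 did not pass without ETV4 AAA replicate 1 or 3 (-0.75 and -0.64), without ETV4 AAA;Trp53 LoxP/LoxP replicate 1 or 3 (-0.68 and -0.80), with doublets kept (-0.75) or with free RNA subtracted (-0.77). ETV4 from the human ETV4 feature alone ended the 2-week calls of Cdkn1a (-1.07), Mdm2 (-1.08) and Ralgps2 (-1.93) and the 4-month call of Phlda3 (-2.17). It left 7 and 60 genes past the test. The counts were 33 to 40 without ETV4 AAA replicate 1, 2 or 3 or ETV4 AAA;Trp53 LoxP/LoxP replicate 3 of 2 weeks, and 200 to 397 without any 4-month mouse except ETV4 AAA replicate 3.

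**Figure D2:**
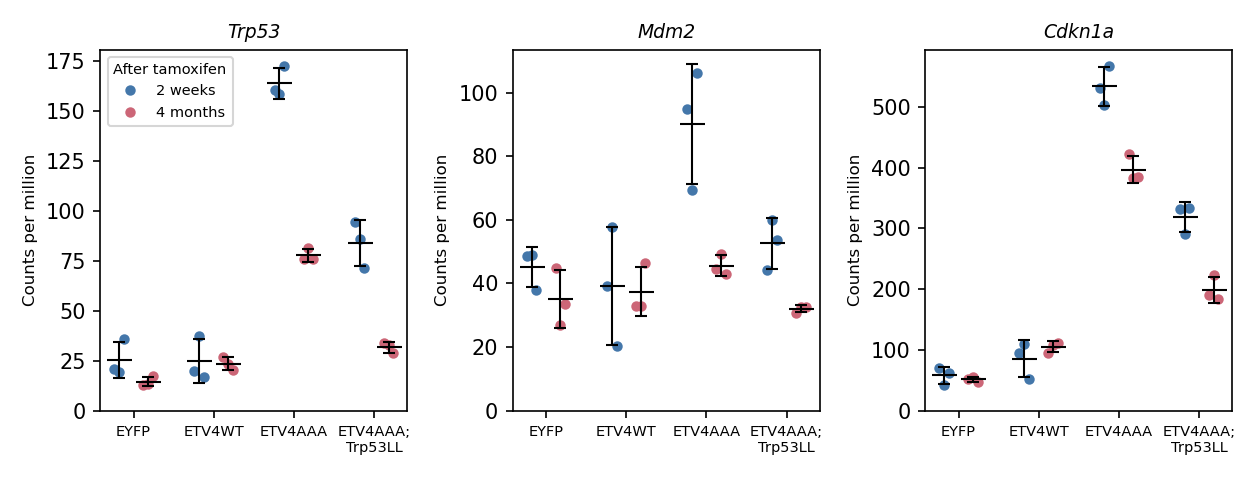
CPM (y axis) of Trp53, Mdm2 and Cdkn1a summed per mouse, by genotype (x axis) and time after tamoxifen (color), in Luminal_1(AP)-like cells of EYFP mice and in ETV4-positive distal luminal cells of the other genotypes; each point is 1 mouse, and the bars give the mean and SD of 3 mice. Cdkn1a of ETV4 AAA;Trp53 LoxP/LoxP mice lies between the EYFP and ETV4 AAA levels at both times, with means of 319 and 199 CPM.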

The decrease in Mdm2 and Cdkn1a is more apparent in 4-month-old mice, possibly from selection of Trp53 completely lost cells.

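The change between ETV4 AAA;Trp53 LoxP/LoxP and ETV4 AAA mice was tested for a difference between the times. For Mdm2, whose product holds p53 in check, the log2 change at 4 months minus that at 2 weeks was 0.28 (adjusted p = 0.71, edgeR). For Cdkn1a it was -0.25 (adjusted p = 0.65), and for Trp53 itself -0.32 (adjusted p = 0.55). No difference between the times was thus detected for these genes with 3 mice per group. Of all 11406 genes, 4 had a higher and 17 a lower change at 4 months. That count of 21 was 6 to 13 without ETV4 AAA replicate 1, 2 or 3 of 2 weeks, ETV4 AAA replicate 1 or 2 of 4 months or ETV4 AAA;Trp53 LoxP/LoxP replicate 1 or 2 of 4 months, and DESeq2 gave 126 genes. The balance was 3 higher and 3 lower without ETV4 AAA replicate 1 of 2 weeks or replicate 2 of 4 months, 4 and 2 without ETV4 AAA replicate 3 of 2 weeks and 4 and 3 without ETV4 AAA;Trp53 LoxP/LoxP replicate 1 of 4 months. The list of p53 targets moved further down at 4 months (36 measured, none past the test and 3 lower adjusted over the list alone; adjusted p = 0.047, and 0.38 with an estimated correlation).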

We analyzed the altered signaling pathways in the Luminal_ETV4 cluster compared with that in Luminal_1(AP) using GSEA using GSEAPY package (Fig. 5E and table S7) (*48*). 

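Gene lists were tested between ETV4-positive distal luminal cells of ETV4 AAA mice and Luminal_1(AP)-like cells of EYFP mice. Of 30 senescence and secretory phenotype genes, 18 rose and 3 fell at 2 weeks (18 and 3 adjusted over the list alone; adjusted p = 6.4e-10, and 0.0054 with an estimated correlation, camera), and 19 rose and 1 fell at 4 months (adjusted p = 3.0e-10). Cdkn2b, a cell cycle inhibitor of senescence with 0 counts in EYFP cells, was at least 43.8-fold higher at 2 weeks. Of 36 p53 targets, 16 rose and 5 fell at 2 weeks (17 and 5 adjusted over the list alone; adjusted p = 0.011, and adjusted p = 0.15 with an estimated correlation), and 12 rose and 4 fell at 4 months (adjusted p = 0.16). Of 28 apoptosis genes, 14 rose and 4 fell (15 and 4 adjusted over the list alone; adjusted p = 0.0040, and 0.014 with an estimated correlation). They include Casp4, an inflammatory caspase (log2 fold change 4.95), and also Xiap and Bcl2l1, which block apoptosis (3.06 and 2.71). Of 26 inflammatory response genes, 12 rose and 2 fell (13 and 2 adjusted over the list alone; adjusted p = 2.4e-05, and 0.0088 with an estimated correlation), and 17 rose with none lower at 4 months. The cytokine gene Tnf rose at 2 weeks (3.52, adjusted p = 0.00027). Of 31 genes of the tumor necrosis factor and NF-kB response, 20 rose and 3 fell (21 and 4 adjusted over the list alone; adjusted p = 6.4e-10, and 0.016 with an estimated correlation), such as Ier3 (4.50) and Plaur. Dissociation stress genes, which can be induced by digestion, moved apart from these: 14 of 26 fell at 2 weeks, such as Hspa1b (-5.06), and 5 rose (8 adjusted over the list alone; adjusted p = 0.033, and adjusted p = 0.44 with an estimated correlation). That list did not pass with free RNA subtracted (adjusted p = 0.062), with ETV4 from the human feature alone (0.16) or without ETV4 AAA replicate 2 or 3 (0.069 and 0.068). The lists were written for this comparison from general knowledge, since the paper's own gene sets are held only in part.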

The senescence signaling, genes in the increased peaks of ATAC-seq in *ETV4^AAA^* mice, p53 signaling, apoptosis signaling, inflammatory signaling, and tumor necrosis factor–α signaling are significantly enriched in the Luminal_ETV4 cluster versus Luminal_1(AP) cluster (Fig. 5E and table S7). In Luminal_ETV4 cells of the *T2; Trp53^LoxP/LoxP^; ETV4^AAA^* prostate, the p53 signaling, apoptosis signaling, and inflammatory response pathways are significantly reduced in *Trp53^LoxP/LoxP^; ETV4^AAA^* mice versus *ETV4^AAA^* mice (Fig. 5F and tables S8 and S9).

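Relative to ETV4 AAA mice, 10 of 36 p53 targets fell and none rose in ETV4-positive luminal cells of ETV4 AAA;Trp53 LoxP/LoxP mice at 4 months (14 lower adjusted over the list alone; adjusted p = 3.8e-09, and 0.0070 with an estimated correlation, camera). At 2 weeks 4 fell (6 adjusted over the list alone; adjusted p = 2.3e-07, and 0.039 with an estimated correlation). Inflammatory response genes fell at 4 months, 6 of 26 with none higher (13 lower and 1 higher adjusted over the list alone; adjusted p = 2.5e-05, and 0.0070 with an estimated correlation). Among them are Il6, a cytokine (log2 fold change -2.44, adjusted p = 0.0018), Ptgs2, which makes prostaglandins (-2.84, adjusted p = 0.0012), and the acute phase protein Saa3 (-5.82, adjusted p = 0.00098). At 2 weeks no inflammatory gene passed (adjusted p = 0.59 for the list). Of 28 apoptosis genes, 3 fell at 4 months: Xiap (-0.77), Bcl2l1 (-0.60) and Bax (-0.63), of which the last promotes apoptosis and the others oppose it. That list had an adjusted p of 0.033 (7 lower and 1 higher adjusted over the list alone; adjusted p = 0.15 with an estimated correlation), and 0.62 at 2 weeks with no gene past the test. The cells compared lie in different clusters: at 4 months 60.7% of the ETV4 AAA and 81.5% of the ETV4 AAA;Trp53 LoxP/LoxP cells were Luminal_ETV4-like, 26.2% and 11.2% lay in cluster 7, and 10.2% and 3.55% were low-RNA luminal cells. Among Luminal_ETV4-like clusters alone, Il6 (-0.77), Ptgs2 (-0.92) and Saa3 (-0.13) did not pass, and the inflammatory list had an adjusted p of 0.022. The apoptosis list did not pass without ETV4 AAA replicate 2 (adjusted p = 0.073) or ETV4 AAA;Trp53 LoxP/LoxP replicate 2 (0.087). ETV4 from the human feature alone ended the calls of the inflammatory (adjusted p = 0.91) and apoptosis lists (0.54), Xiap (-0.74), Bax (-0.80) and Bcl2l1 (-0.52). Bax did not pass without ETV4 AAA replicate 1 (-0.46) or ETV4 AAA;Trp53 LoxP/LoxP replicate 1 (-0.60), and Bcl2l1 not without those mice (-0.51 and -0.48) or ETV4 AAA;Trp53 LoxP/LoxP replicate 2 (-0.61).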

In addition to ETV4^AAA^-expressing neoplastic luminal cells, *T2; ETV4^AAA^* and *T2; ETV4^AAA^;Trp53^LoxP/LoxP^* mice exhibited an increased percentage of Luminal_2 cells that did not express ETV4^AAA^ (Fig. 5, C and D). This suggests that ETV4^AAA^-expressing cells secrete paracrine signals that affect other populations. 

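Luminal_2-like cells, the Psca- and Krt4-positive progenitor-like cells, made up 0.972% ± 0.287 (SD, n = 3) of the cells of ETV4 AAA mice at 2 weeks and 1.38% ± 1.47 at 4 months. The share in ETV4 AAA;Trp53 LoxP/LoxP mice was 0.403% ± 0.183 and 1.64% ± 0.508. Over EYFP mice, the ETV4 AAA share had log2 ratios of 1.70 (standard error 0.73, adjusted p = 0.072, edgeR) and 1.57 (adjusted p = 0.089). The ETV4 AAA;Trp53 LoxP/LoxP share was higher at 4 months (1.87, standard error 0.68, adjusted p = 0.040) and not detectably so at 2 weeks (0.44, adjusted p = 0.71). Over both times, both genotypes exceeded EYFP mice (exact permutation test, p = 0.035 and 0.025, where 0.005 is the smallest possible). An ETV4 UMI was found in 7 of 63 and 7 of 68 Luminal_2-like cells of ETV4 AAA mice (9.49% ± 8.27 and 9.56% ± 12.6), and in 7 of 23 and 15 of 121 of ETV4 AAA;Trp53 LoxP/LoxP mice. The background in hematopoietic cells of these mice is 1.49 to 3.56% at less depth. With cluster 7 cells without an ETV4 UMI counted in, an alternative added after seeing the data, the ETV4 AAA shares of both together were 5.81% ± 0.968 and 6.50% ± 3.80, against 0.694% and 1.11% in EYFP mice (log2 ratios 3.05, adjusted p = 1.5e-05, and 2.51, adjusted p = 8.9e-05); a cell without an ETV4 UMI can still carry the active transgene. The ETV4 AAA;Trp53 LoxP/LoxP call of Luminal_2-like cells did not pass without ETV4 AAA;Trp53 LoxP/LoxP replicate 3 (1.60) or EYFP replicate 1 or 2 (1.94 and 1.51). The ETV4 AAA ratio at 4 months passed without ETV4 AAA replicate 1 (2.08) but was only 0.33 without replicate 3, so it rests largely on that mouse. As a share of epithelial cells the ETV4 AAA;Trp53 LoxP/LoxP ratio was 1.43 and did not pass, and with TMM factors the ETV4 AAA ratio at 4 months was 1.92 and passed. At Leiden resolution 2, the ETV4 AAA ratios were 3.45 and 1.85 and both passed, as did the ETV4 AAA;Trp53 LoxP/LoxP ratio at 2 weeks (2.14).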

We compared the secretome of luminal populations. 

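Tgfb1, which encodes the cytokine TGF-β1, was at 832 ± 76.2 CPM (SD, n = 3) in ETV4-positive distal luminal cells of ETV4 AAA mice at 2 weeks. Luminal_1(AP)-like cells of EYFP mice held 3 Tgfb1 counts in all, a ratio of 363 (95% counting interval 124 to 1761). At 4 months it was at 463 ± 97.8 against 4.43 ± 1.96 CPM (log2 fold change 6.71, standard error 0.27, adjusted p = 2.6e-15, edgeR). Trp53 deletion did not change it detectably (-0.10, adjusted p = 0.91, and -0.19, adjusted p = 0.49). Within the Luminal_ETV4-like clusters alone, it was lower at 4 months (-0.64) and passed. Secretory products of the normal gland went the other way: of 24 measured prostate secretory genes, 15 fell and 1 rose (17 and 1 adjusted over the list alone; adjusted p = 9.4e-17, and 0.0021 with an estimated correlation).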

Luminal_ETV4 cells exhibit an altered secretome including *Tgfb1* (fig. S6A). 

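Of 43 growth factors and ligands measured, 22 rose and 4 fell in ETV4-positive distal luminal cells of ETV4 AAA mice relative to Luminal_1(AP)-like cells of EYFP mice at 2 weeks (23 and 4 adjusted over the list alone; adjusted p = 0.0040, and adjusted p = 0.064 with an estimated correlation, camera). At 4 months 21 rose and 4 fell (adjusted p = 0.0042, and 0.056 with an estimated correlation). Members with 0 counts in EYFP cells at 2 weeks were Bmp1, a procollagen protease, at least 52.8-fold higher, and the cytokine Lif, at least 13.6-fold higher. Of 39 extracellular matrix (ECM) genes, 11 rose and 2 fell at 2 weeks (11 and 2 adjusted over the list alone; adjusted p = 0.77), and 12 rose and 4 fell at 4 months (adjusted p = 0.31), so the list as a whole did not pass. Fibronectin (Fn1), with 2 counts in EYFP cells at 4 months, had a ratio of 55.3 (95% counting interval 15.2 to 458).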

Pathway analysis showed that extracellular matrix (ECM) organization and multiple growth factor pathways are up-regulated (fig. S6B). To verify the scRNA-seq results, we analyzed the gene expression of L2 marker gene Tacstd2/Trop2 using immunofluorescence staining (fig. S6C). While EGFP (indicating ETV4)–positive cells are Tacstd2 negative, there is a marked expansion of Tacstd2-positive cells in *ETV4^AAA^* mice and *Trp53^LoxP/LoxP^; ETV4^AAA^* mice. These Tacstd2-positive cells were found in regions of EGFP-positive, ETV4^AAA^-expressing cells, suggesting that ETV4^AAA^-positive cells, through paracrine interactions, expand the normal L2 population.

We next identified and quantified subclusters in basal, stroma, and hemopoietic populations. We identified four basal expression clusters. Basal_1 cells were found predominantly in *T2; EYFP* and *T2; ETV4^WT^* mice, Basal_2 cells were found exclusively in ETV4^AAA^-expressing mice, and Basal_3 cells had an intermediate gene expression and were found in all groups of mice (fig. S7A). 

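Basal cells of ETV4 AAA mice differed from those of EYFP mice in a large part of their genes: 3415 of 11751 rose and 3229 fell at 2 weeks, and 2691 rose and 2499 fell at 4 months (edgeR). Of 25 genes of basal differentiation and stratification, 22 rose and none fell at 2 weeks (22 adjusted over the list alone; adjusted p = 1.7e-11, and 0.013 with an estimated correlation, camera). At 4 months 22 rose and 1 fell (23 and 1 adjusted over the list alone; adjusted p = 3.6e-17, and 0.0021 with an estimated correlation). Krt6a, a keratin of activated epithelium, went from 4.21 ± 2.45 to 512 ± 114 CPM (SD, n = 3; log2 fold change 6.85, adjusted p = 2.9e-10) at 2 weeks, and Krt13 rose by 4.10 at 4 months. Inhba, which encodes an activin subunit, rose by 5.62 at 2 weeks. Egr1, an immediate early gene, fell (-3.05 and -1.68). In ETV4 WT mice 379 genes rose and 583 fell at 2 weeks, and 34 rose and 32 fell at 4 months. The genes that define the Basal_1-like and Basal_2-like clusters are among those that moved, so cluster sizes are not compared between genotypes. Luminal genes moved in the same cells, 9 of 10 higher at 2 weeks (9 adjusted over the list alone; adjusted p = 3.8e-07, and 0.020 with an estimated correlation), and dissociation stress genes fell, 19 of 26 with 4 higher (5 adjusted over the list alone; adjusted p = 4.8e-06, and adjusted p = 0.13 with an estimated correlation). An ETV4 UMI was found in 6.88% ± 1.13 and 12.7% ± 2.32 of basal cells of ETV4 AAA mice and in 32.3% ± 5.69 and 28.6% ± 2.04 of ETV4 WT mice, at median depths of 8702, 9764, 4013 and 7139 UMIs. In ETV4 WT mice, the 2-week count of 962 was 405 to 603 without ETV4 WT replicate 1 or 2 or EYFP replicate 2 or 3, and 1565 without EYFP replicate 1 (829 higher and 736 lower), the shallowest control library (median 4142 UMIs per cell). The 4-month count of 66 was 16 to 33 without ETV4 WT replicate 1 or 2 or EYFP replicate 2, and 170 without EYFP replicate 3; without EYFP replicate 1 there were 15 higher and 52 lower.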

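Over all basal cells, Col17a1, a collagen of the hemidesmosome, was at 273 ± 36.4 CPM (SD, n = 3) in ETV4 AAA mice against 52.9 ± 13.3 in EYFP mice at 2 weeks (log2 fold change 2.38, standard error 0.19, adjusted p = 3.7e-10, edgeR) and at 147 ± 16.4 against 33.1 ± 7.06 at 4 months (2.16, adjusted p = 6.6e-09). Areg, an EGF receptor ligand, was at 1556 ± 230 against 29.5 ± 13.3 CPM (5.73, adjusted p = 1.7e-11) and at 483 ± 102 against 21.9 ± 5.17 (4.46, adjusted p = 1.5e-09). Ly6d rose by 2.26 (adjusted p = 1.3e-07) and 1.97 (adjusted p = 2.2e-06), and the hyaluronan receptor gene Cd44 by 2.96 (adjusted p = 2.6e-12) and 2.04 (adjusted p = 2.3e-09). In ETV4 WT mice none of the 4 passed at either time: Col17a1 was at 0.51 and 0.37, Areg at 0.92 and 0.90, Ly6d at 0.41 and -0.09, and Cd44 at 0.08 and -0.36. Among clusters, the Basal_2-like cluster (2433 cells) had the highest levels, with Areg at 1748 CPM. Without EYFP replicate 1, Col17a1 passed in ETV4 WT mice at 2 weeks (0.73). Areg passed there with no filter on low counts (0.91), and in basal cells without an ETV4 UMI (1.12), an alternative added after seeing the data.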

Basal_2 cells highly express genes *Col17a1*, *Areg*, *Ly6d*, and *Cd44* (fig. S7B). We performed immunofluorescence staining of Col17a1 and found a high expression in Ck5-positive basal cells adjacent to EGFP-positive (ETV4^AAA^-expressing) luminal cells in ETV4^AAA^ mice (fig. S6D), suggesting that ETV4^AAA^ expression in the luminal cells induced paracrine gene expression changes in basal cells.

We identified five stroma clusters: Mesenchymal_1 to Mesenchymal_4 and myofibroblast (fig. S7C). Mesenchymal_1 is characterized by expression of *Lama2*, *Zeb1*, *Wnt2*, Wnt6, *Wnt10a*, and *Rorb*; Mesenchymal_2 is characterized by expression of *Sult1e1*, *Fgf10*, and *Rspo1*; Myofibroblast is characterized by expression of *Acta2*, *Myh11*, and *Notch3*. These clusters represent previously described Mesenchymal_1, Mesenchymal_2, and myofibroblast subsets (table S6) (*46*). 

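A fibroblast cluster of 4478 cells (Mesenchymal_1-like) carried the Wnt ligand genes Wnt2 (786 CPM), Wnt6 (151 CPM) and Wnt10a (198 CPM), with Rorb, a nuclear receptor, at 526 CPM, Lama2, a laminin chain, at 226 CPM and Zeb1, a transcription factor of mesenchymal cells, at 122.9 CPM. A cluster of 4191 cells (Mesenchymal_2-like) carried Sult1e1, an estrogen sulfotransferase (1129 CPM), Fgf10, a growth factor for epithelium (55.5 CPM), and Rspo1 (53.0 CPM). Rspo1 was higher in a small cluster of 279 cells (228 CPM). In smooth muscle-like cells (497 cells), Acta2 was at 4922 CPM, Myh11 at 836 CPM and Notch3 at 346 CPM. Clusters were named from these genes, so the levels are descriptions and not tests. Wnt2 and Rorb were also high in the Mesenchymal_4-like cluster (409 and 394 CPM).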

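Stromal cells made up 26.9% ± 5.24 (SD, n = 3) of the cells of ETV4 AAA;Trp53 LoxP/LoxP mice at 2 weeks and 11.8% ± 0.489 at 4 months. At 4 months this was below EYFP mice (log2 ratio -1.27, standard error 0.22, adjusted p = 9.6e-05, edgeR) and below ETV4 AAA mice (-0.67, standard error 0.22, adjusted p = 0.049). At 2 weeks the log2 ratio to ETV4 AAA mice had the other sign, 0.44. The difference between the times was -1.11 (standard error 0.31, adjusted p = 0.014). Wnt genes of Mesenchymal_1 cells were compared over all stromal cells of a mouse, and fell in part. Wnt6 was at 39.7 ± 5.87 CPM in ETV4 AAA mice against 82.4 ± 11.0 in EYFP mice at 2 weeks (-1.07, adjusted p = 0.00044), and Wnt10a at 32.2 ± 8.09 against 92.9 ± 13.9 (-1.56, adjusted p = 1.8e-05). At 4 months Wnt6 was at -0.80 (adjusted p = 0.0082; -0.65 and not past the test without EYFP replicate 2), and Wnt10a at -0.54 did not pass (adjusted p = 0.091). With Trp53 floxed, in ETV4 AAA;Trp53 LoxP/LoxP mice, Wnt6 changed by -0.87 and -1.18, Wnt2 by -0.85 and -0.81 and Wnt10a by -1.63 at 2 weeks, all past the test, while Wnt10a was at -0.52 at 4 months (adjusted p = 0.096). Wnt2 fell in ETV4 AAA mice at 4 months (-0.81, adjusted p = 0.0053) and was at -0.40 at 2 weeks (adjusted p = 0.12). The wider list of 29 Wnt pathway genes did not pass in ETV4 AAA mice (8 higher and 7 lower at 2 weeks, 8 and 10 adjusted over the list alone; adjusted p = 0.85). Sizes of the Mesenchymal_1-like cluster are not compared, since 5 to 7 of its 14 defining genes moved with genotype. The 4-month difference in stroma from ETV4 AAA mice did not pass with the replicate number as a block (-0.66, adjusted p = 0.055), in cells with at least 1000 genes and 3000 UMIs (-0.64), with doublets kept (-0.65), with TMM factors (-0.15), or without ETV4 AAA replicate 2 (-0.38) or ETV4 AAA;Trp53 LoxP/LoxP replicate 1, 2 or 3 (-0.67, -0.69 and -0.63). TMM factors also ended the ETV4 AAA;Trp53 LoxP/LoxP call against EYFP mice (-0.52) and the difference between the times (-0.68). That difference did not pass without ETV4 AAA replicate 1 of 2 weeks (-0.96), ETV4 AAA replicate 2 of 4 months (-0.82) or ETV4 AAA;Trp53 LoxP/LoxP replicate 3 of 2 weeks (-0.98). The 4-month calls of Wnt2 did not pass without EYFP replicate 2 (-0.58 in ETV4 AAA and -0.57 in ETV4 AAA;Trp53 LoxP/LoxP mice), and at 2 weeks Wnt2 passed in ETV4 AAA mice without ETV4 AAA replicate 1 (-0.60).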

We found a reduction in the percentage of all stroma clusters in 4-month *Trp53^LoxP/LoxP^; ETV4^AAA^* mice and further reduction of Wnt signaling–positive Mesenchymal_1 in *ETV4^AAA^* and *Trp53^LoxP/LoxP^; ETV4^AAA^* mice (fig. S7D). 

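The Mesenchymal_3-like cluster (1346 cells) carried Sod3, an extracellular superoxide dismutase, at 474 CPM, and Osr1, a transcription factor of mesenchymal progenitors, at 469 CPM. The next highest stromal levels were 170 CPM for Sod3, in smooth muscle-like cells, and 56.2 CPM for Osr1. Summed over all stromal cells, Sod3 was at 55.1 ± 15.8 CPM (SD, n = 3) in ETV4 AAA mice against 116 ± 5.13 in EYFP mice at 2 weeks (log2 fold change -1.04, adjusted p = 0.0025, edgeR) and showed no detected change at 4 months (0.14, adjusted p = 0.76). Osr1 was at -0.97 (adjusted p = 0.15) and -0.54 (adjusted p = 0.51). Sod3 in ETV4 AAA;Trp53 LoxP/LoxP mice was at -0.52 at 2 weeks (adjusted p = 0.11), and passed without ETV4 AAA;Trp53 LoxP/LoxP replicate 2 (-0.73). Osr1 in ETV4 AAA mice passed at 2 weeks without ETV4 AAA replicate 3 (-1.63).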

Mesenchymal_3 is characterized by expression of Sod3 and Osr1, which are mesenchymal stem cell markers (*49*, *50*). Mesenchymal_4 is characterized by expression of several ECM genes: Mgp, Bgn, and Col6a1 (fig. S7E), which are increased in *ETV4^AAA^* and *Trp53^LoxP/LoxP^; ETV4^AAA^* mice 2 weeks after TAM (fig. S7D).

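Over all stromal cells at 2 weeks, Mgp, which encodes the matrix Gla protein, was at 9823 ± 1779 CPM (SD, n = 3) in ETV4 AAA mice against 4414 ± 1923 in EYFP mice (log2 fold change 1.15, standard error 0.34, adjusted p = 0.022, edgeR). The proteoglycan gene Bgn (biglycan) was at 3904 ± 334 against 2383 ± 142 CPM (0.71, adjusted p = 0.011) and Col6a1, a collagen VI chain, at 1170 ± 71.2 against 822 ± 70.3 (0.51, adjusted p = 0.0066). At 2 weeks in ETV4 AAA;Trp53 LoxP/LoxP mice, Mgp (1.29, adjusted p = 0.011) and Col6a1 (0.49, adjusted p = 0.0083) rose, and Bgn was at 0.51 (adjusted p = 0.065). At 4 months Bgn was at -0.27 and Col6a1 at -0.09 in ETV4 AAA mice, neither past the test, while Mgp in ETV4 AAA;Trp53 LoxP/LoxP mice was at 22484 ± 1985 against 6905 ± 1852 CPM (1.70, adjusted p = 0.0024). Of 43 ECM genes, 17 rose and none fell in ETV4 AAA mice at 2 weeks (17 and 1 adjusted over the list alone; adjusted p = 8.4e-05, and adjusted p = 0.24 with an estimated correlation, camera). Luminal and immune genes rose in these stromal cells too, 8 of 10 and 8 of 12 (8 and 9 adjusted over the list alone; adjusted p = 3.9e-07 and 5.2e-07, and 0.037 each with an estimated correlation). With free RNA subtracted these did not pass (adjusted p = 0.70 and 0.10). Bgn in ETV4 AAA;Trp53 LoxP/LoxP mice at 2 weeks passed with DESeq2 (0.52) and with no filter on low counts (0.54). The Mesenchymal_4-like cluster, with the highest Mgp (18906 CPM), is not compared in size, since 10 of its 11 defining genes moved. The ETV4 AAA call of Mgp did not pass without ETV4 AAA replicate 3 (1.00) or EYFP replicate 1 (0.83), that in ETV4 AAA;Trp53 LoxP/LoxP mice at 2 weeks not without ETV4 AAA;Trp53 LoxP/LoxP replicate 3 (0.87), and that of Col6a1 in ETV4 AAA;Trp53 LoxP/LoxP mice not without ETV4 AAA;Trp53 LoxP/LoxP replicate 1 (0.36).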

The myeloid cells and lymphocytes are characterized using the expression of the marker genes (fig. S7F). Marker genes of M1 macrophages, M2 macrophages, and myeloid-derived suppressor cells (MDSCs) are adopted from other publications (*51*), and marker genes of cytotoxic T cells and regulatory T cells are shown in table S6. 

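The M1, M2 and MDSC genes of Table S6 were compared in macrophage-like cells of ETV4 AAA and EYFP mice. At 2 weeks 2 of 11 measured M1 genes were higher and 2 lower (adjusted p = 0.74, camera), 1 of 6 M2 genes was lower (adjusted p = 0.14) and 2 of 5 MDSC genes were lower (adjusted p = 0.20). Over the lists alone, these counts were 2 and 2, 2 lower, and 2 lower. At 4 months, 1 M1 gene was higher, 1 M2 gene lower, and no MDSC gene changed (adjusted p = 0.43, 0.15 and 0.83). The paper's lists were adopted from other work, and the macrophage-like cells come from a rebuilt cluster.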

We found that there was no significant difference among the various M1, M2, and MDSCs in different genotypes, and they decreased in representation as the mice aged (fig. S7G).

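Macrophage-like and S100a8-high myeloid cells together made up 13.8% ± 6.97 (SD, n = 3) of the cells of EYFP mice at 2 weeks and 3.82% ± 0.871 at 4 months. The shares were 12.5% ± 1.94 and 3.59% ± 0.682 in ETV4 WT mice, 16.8% ± 4.56 and 4.61% ± 0.931 in ETV4 AAA mice, and 12.7% ± 2.47 and 4.27% ± 1.25 in ETV4 AAA;Trp53 LoxP/LoxP mice. The decline with age passed the test in every genotype (log2 ratios -1.86, adjusted p = 0.00048, in EYFP mice, -1.79, adjusted p = 0.00041, in ETV4 WT mice, -1.86, adjusted p = 0.00013, in ETV4 AAA mice, and -1.57, adjusted p = 0.00077, in ETV4 AAA;Trp53 LoxP/LoxP mice, edgeR). No difference from EYFP mice was detected for the sum at either time (adjusted p = 0.43 and 0.50 in ETV4 AAA mice). Macrophage-like cells alone were more frequent at 2 weeks in ETV4 AAA mice (10.3% against 5.58%; 0.88, adjusted p = 0.031) and in ETV4 AAA;Trp53 LoxP/LoxP mice (9.86%; 0.82, adjusted p = 0.047). The first did not pass without ETV4 AAA replicate 1 or 2 (0.76 and 0.86) or EYFP replicate 1 or 2 (0.71 and 0.87). The second did not pass without ETV4 AAA;Trp53 LoxP/LoxP replicate 1, 2 or 3 (0.84, 0.93 and 0.68) or EYFP replicate 1 or 2 (0.65 and 0.81), with doublets kept (0.81), in cells with at least 1000 genes and 3000 UMIs (0.96), or with the replicate block (0.83, adjusted p = 0.060). The cells high in S100a8, a calcium-binding protein of neutrophils and monocytes, went from 8.26% ± 7.76 to 0.761% in EYFP mice. Relative to the typical class (TMM factors), the ETV4 AAA;Trp53 LoxP/LoxP ratio to EYFP mice at 4 months was 0.91 and passed.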

### Stabilized ETV4^AAA^ cooperates with p53 loss to induce differentiated mouse invasive cancer

We evaluated the long-term neoplastic phenotypes of the *T2;Trp53^LoxP/LoxP^; ETV4^AAA^* murine prostates 12 months after TAM administration. In contrast to the diminished neoplastic phenotype of the *T2*; *ETV4^AAA^*, we observed diffuse neoplasia with prevalent EGFP-positive cells, which maintained ETV4^AAA^, AR, and Nkx3.1 expression in the anterior prostate of the *T2; Trp53^LoxP/LoxP^; ETV4^AAA^* mice (Fig. 6, A and B), indicating that p53 loss is required in addition to high dosage level of ETV4 to drive prostate cancer progression. To further corroborate the effect of p53 loss on tumorigenesis in prostate cancer development and progression, we used a second murine model, the *Pbsn-Cre* model, and examined prostate tumorigenesis phenotypes of the *Pbsn-Cre; Trp53^LoxP/LoxP^; ETV4^AAA^* and *Pbsn-Cre; Trp53^LoxP/+^; ETV4^AAA^* GEM model with homozygous and heterozygous *Trp53* deletion at 6, 9, and 12 months of age. In both cohorts, the anterior prostates continued to exhibit diffuse neoplasia with prevalent EGFP- and ETV4^AAA^-positive cells at these later time points, which is different from that in *Pbsn-Cre; ETV4^AAA^* mice with intact p53 (Fig. 6, C and D, and fig. S8). Histological analysis of *ETV4^AAA^*; *Trp53^−/−^* anterior prostates driven by either T2-CreER^T2^ or Pbsn-Cre showed marked nuclear and nucleolar atypia, abnormal mitotic figures, and irregular infiltrative cribriform glands, which are typical features of human prostate cancer (Fig. 6, A and C). Loss of smooth muscle actin (SMA) is a marker of microinvasive disease in mouse models of prostate cancer (*25*, *36*). In *ETV4^AAA^*; *Trp53^−/−^* mice, we observed loss of SMA staining at 9 and 12 months of age, respectively (Fig. 6, A and C, and fig. S8). In contrast to other murine prostate cancer models (*25*, *36*, *52*), the tumor cells continued to maintain Nkx3.1 expression (Fig. 6, A and C), which is a pathologic hallmark for human prostate adenocarcinoma (*53*). These data suggest that *ETS* factors expressed at high dosage levels can initiate tumorigenesis, but it requires p53 loss to further promote the tumor progression and development of differentiated prostate cancer that accurately recapitulates human prostate cancer.

**Fig. 6.**
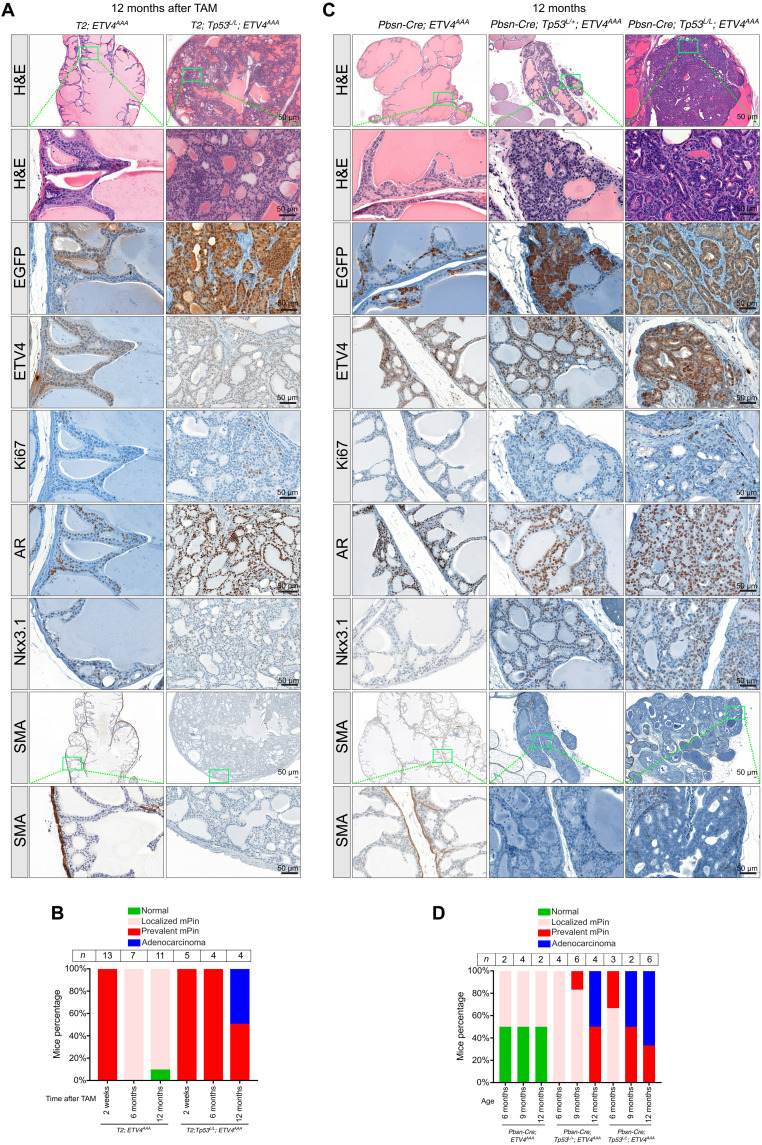
*P53* loss co-occurs with ETS fusion, and ETV4^AAA^ induces Nkx3.1-positive prostate cancer in the setting of p53 loss. (**A**) Representative H&E (low magnification and high magnification of indicated area) and IHC of GFP (antibody recognizes both EGFP and EYFP), ETV4, Ki67, AR, and Nkx3.1 in anterior prostate of 12-month-old *T2; Tp53^L/L^; ETV4^AAA^* mice. (**B**) The mice number of different phenotypes are quantified. (**C**) Histological changes of the anterior prostate of 12-month-old *Pbsn-Cre; Tp53^L/+^; ETV4^AAA^* and *Pbsn-Cre; Tp53^L/L^; ETV4^AAA^* mice are shown by H&E. The expression of EGFP, ETV4, Ki67, AR, Nkx3.1, and SMA is analyzed with IHC staining. Scale bars, 50 μm. (**D**) The mice number of different phenotypes are quantified.

## DISCUSSION

Human genetic data have strongly implicated *ETS* gene rearrangements as an early cancer–initiating event in prostate cancer tumorigenesis, and IHC studies have shown that it can be detected in precancerous PIN (*2*–*5*, *19*, *54*). While *ETS* rearrangements significantly co-occur with *PTEN* and *TP53* deletion, IHC and genetics studies suggest that loss of these tumor suppressors may occur after *ETS* rearrangement (*19*, *20*, *42*).

We have previously shown that ERG reprograms the AR cistrome and, more recently, have demonstrated a direct interaction between ERG and AR and that ERG facilitates AR binding at specific *ETS*-AR motifs (*9*, *41*). Correspondingly, *ETS*-positive human prostate cancers exhibit a distinct enhancer landscape that enrich for ETS-, FOX-, and AR-binding sites (*40*). Studies in GEM models and in mouse prostate organoids have revealed that ERG overexpression and depletion of the *ETS* repressive tumor suppressor *ERF* in prostate epithelial cells enforce a luminal phenotype (*34*, *55*, *56*). While the luminal epithelial lineage is AR-dependent and thought to exhibit less plasticity, primary prostate cancers almost exclusively exhibit luminal phenotype and AR dependence. On the other hand, loss of tumor suppressors including *PTEN*, *TP53*, and *RB1* is correlated with dedifferentiation in human cancers and confers “lineage plasticity” in mouse models (*55*, *57*–*59*).

Despite these progresses, the mechanisms of *ETS*-mediated tumorigenesis and progression remain elusive. Models of prostate-specific *ETS* overexpression in GEM models do not cause early evidence of neoplasia (*9*–*14*). One potential explanation for the minimal phenotype is the low dosage level of achievable ETS (e.g., ERG or ETV1) proteins in previous *ETS*-driven murine prostate cancer models. Here, we show that the expression of *ETV4^WT^* only achieved low protein levels of ETV4, was weakly detectable by IHC, and caused no detectable histological changes. This was accompanied by mild gene expression changes and luminal expansion over time. Reasoning that the dosage of ETS protein is crucial in *ETS*-drive prostate cancer tumorigenesis, we created a low dosage (ETV4^WT^) level and a high dosage (ETV4^AAA^) level of ETV4 protein through increased ETV4 protein stability by mutating the conserved ExxVPD motifs responsible for COP1 degradation (*22*, *24*). We found that ETV4^AAA^ protein is stabilized, and the expression of ETV4^AAA^ significantly increases its downstream target gene expression in murine prostate cells compared with that of ETV4^WT^ (Fig. 3E). ETV4^AAA^ expression induces prevalent mPIN efficiently with no latency but simultaneously activates the p53-mediated senescence program that limits progression to prostate cancer. ETV4^AAA^ cooperates with p53 loss and promotes progression of mPIN to invasive prostatic adenocarcinoma. This cooperativity is in accord with human prostate cancer genomic data, where *TP53* alteration rate (mutation or copy number loss) is significantly higher in *ETS* fusion–positive samples than that in *ETS* fusion–negative samples (Fig. 4A) (*3*). Mechanistically, a high level of ETV4^AAA^ protein expression in prostate cells not only markedly alters the enhancer chromatin accessibility landscape, augmenting cell cycle progression, but also induces p53 and its downstream targets, including the cellular senescence programs, which underlines the molecular mechanism of mPIN regression in p53-wild-type and progression to prostate cancer with p53-loss in this murine prostate cancer model.

One unique feature of the ETV4^AAA^-driven murine prostate cancer model is that it maintains the characteristics of early-stage human prostate cancers, including prostate differentiation markers, such as Nkx3.1 expression. Comparably, prostates of *Pten* deletion, the most well-studied GEM model of prostate cancer, exhibit increased basal marker expression, lose Nkx3.1 expression, and are castration resistant de novo (*26*–*28*, *60*). The ETV4^AAA^-driven murine prostate cancer model establishes that ETS factor alone when expressed at high dosage can initiate tumorigenesis and cooperates with *TP53* loss for tumor progression.

## MATERIALS AND METHODS

### Generation of the Rosa26-CAG-LSL-ETV4^WT^ and Rosa26-CAG-LSL-ETV4^AAA^ mice

Rosa26 targeting was as described by Srinivas *et al.* (*61*) with modifications. We started the targeting vector with the CTV plasmid (Addgene, 15912; gift from K. Rajewsky), which contains the mouse *Rosa26* homology arm sequence from intron 1 of mouse *Rosa26* gene and *loxP-STOP-loxP* cassette followed by *frt*-*IRES*-*nlsEGFP*-*frt* cassette (*62*). We cloned human wild-type *ETV4* (NM_001986) and mutated *ETV4*^AAA^ cDNA into the plasmid in the middle of the two cassettes. The targeting plasmid was electrophoresed into albino C57BL/6J embryonic stem cells, and G418-resistant clones were isolated by the standard procedures. The clones were screened by Southern blotting. Positive clones were injected into C57BL/6J blastocysts by the MSKCC Mouse Genetics Core Facility, and chimeras were mated with albino C57BL/6J females. Germline transmission was confirmed in albino offspring using Southern blotting. For subsequent generations, genotyping was performed by quantitative polymerase chain reaction (PCR) using the following primers: hETV4_E3_F: GCCGCCCCTCGACTCTGAA; hETV4_E4_R: GAGCCACGTCTCCTGGAAGTGACT.

### DNA sequences of human wild-type *ETV4* (NM_001986) and mutated *ETV4* (*ETV4*^AAA^)

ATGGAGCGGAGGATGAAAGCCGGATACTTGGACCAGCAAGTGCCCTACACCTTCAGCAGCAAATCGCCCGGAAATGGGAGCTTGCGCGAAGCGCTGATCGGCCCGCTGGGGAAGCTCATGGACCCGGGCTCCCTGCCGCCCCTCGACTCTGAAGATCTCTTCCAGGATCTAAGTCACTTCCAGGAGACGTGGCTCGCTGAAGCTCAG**GTACCAGAC(GCAGCAGCC)**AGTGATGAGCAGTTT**GTTCCTGAT(GCTGCTGCT)**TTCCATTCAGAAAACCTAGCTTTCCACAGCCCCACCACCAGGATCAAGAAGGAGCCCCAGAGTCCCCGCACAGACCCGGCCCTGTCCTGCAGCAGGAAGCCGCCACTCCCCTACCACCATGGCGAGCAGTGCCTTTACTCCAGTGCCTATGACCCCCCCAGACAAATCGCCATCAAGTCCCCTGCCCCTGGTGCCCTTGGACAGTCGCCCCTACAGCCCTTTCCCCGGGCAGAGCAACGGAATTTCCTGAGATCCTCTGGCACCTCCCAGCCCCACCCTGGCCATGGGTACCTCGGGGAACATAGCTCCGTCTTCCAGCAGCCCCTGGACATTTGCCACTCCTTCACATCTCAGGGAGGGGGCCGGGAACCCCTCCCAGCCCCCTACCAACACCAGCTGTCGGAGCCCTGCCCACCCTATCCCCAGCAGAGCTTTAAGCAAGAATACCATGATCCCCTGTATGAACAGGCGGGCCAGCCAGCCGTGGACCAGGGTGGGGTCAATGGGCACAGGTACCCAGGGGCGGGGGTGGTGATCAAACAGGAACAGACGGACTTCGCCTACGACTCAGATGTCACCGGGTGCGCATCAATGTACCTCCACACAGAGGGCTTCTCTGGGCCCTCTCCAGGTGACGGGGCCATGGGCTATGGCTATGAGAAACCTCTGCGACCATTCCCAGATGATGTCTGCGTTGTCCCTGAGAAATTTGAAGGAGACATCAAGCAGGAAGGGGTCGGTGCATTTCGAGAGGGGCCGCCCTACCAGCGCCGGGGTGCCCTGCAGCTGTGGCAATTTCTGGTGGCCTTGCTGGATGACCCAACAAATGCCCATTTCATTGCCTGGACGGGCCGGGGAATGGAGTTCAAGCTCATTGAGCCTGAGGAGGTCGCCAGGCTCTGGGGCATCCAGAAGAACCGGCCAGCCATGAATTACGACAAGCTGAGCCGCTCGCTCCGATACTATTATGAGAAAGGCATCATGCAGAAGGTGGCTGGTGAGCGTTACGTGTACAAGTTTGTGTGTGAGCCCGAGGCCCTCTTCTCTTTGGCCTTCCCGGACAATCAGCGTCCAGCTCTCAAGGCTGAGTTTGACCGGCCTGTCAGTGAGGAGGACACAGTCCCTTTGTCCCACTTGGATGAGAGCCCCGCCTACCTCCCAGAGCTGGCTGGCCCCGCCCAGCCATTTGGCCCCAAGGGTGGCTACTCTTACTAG.

### Protein sequences of human wild-type ETV4 (NP_001977) and mutated ETV4 (ETV4^AAA^)

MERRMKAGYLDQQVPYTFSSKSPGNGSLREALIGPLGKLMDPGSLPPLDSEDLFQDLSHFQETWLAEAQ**VPD(AAA)**SDEQF**VPD(AAA)**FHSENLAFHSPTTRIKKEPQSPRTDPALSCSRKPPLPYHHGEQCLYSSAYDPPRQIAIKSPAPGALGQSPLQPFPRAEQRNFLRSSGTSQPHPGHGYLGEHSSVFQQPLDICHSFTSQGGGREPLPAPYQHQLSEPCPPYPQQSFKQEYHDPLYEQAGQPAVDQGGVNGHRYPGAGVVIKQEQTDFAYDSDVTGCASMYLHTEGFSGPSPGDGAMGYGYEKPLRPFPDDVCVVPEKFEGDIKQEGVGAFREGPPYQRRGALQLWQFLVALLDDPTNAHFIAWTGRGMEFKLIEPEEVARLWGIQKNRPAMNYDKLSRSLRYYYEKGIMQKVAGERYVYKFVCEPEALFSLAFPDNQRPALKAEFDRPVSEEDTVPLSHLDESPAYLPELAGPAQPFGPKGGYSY.

### Mouse alleles

All mouse studies are approved by MSKCC Institutional Animal Care and Use Committee under protocol 11-12-027. Institutional guidelines for the proper and humane use of animals in research were as follows. *Pb-Cre4* (*27*) and *Tmprss2-CreER^T2^* mice (*32*) were used as previously described. *ETV4*^WT^ and *ETV4*^AAA^ mice were crossed with *Tmprss2-CreER^T2^* or *Pb-Cre4* mice to generate *Tmprss2-CreER^T2^*, *ETV4*^WT^; *Tmprss2-CreER^T2^*, *ETV4*^AAA^; *Pb-Cre4*, and *ETV4*^WT^; *Pb-Cre4*, *ETV4*^AAA^ mice. Ai3(*B6.Cg-Gt(ROSA)26Sor^tm3(CAG-EYFP)Hze^/J*) mice of conditional CAG-driven EYFP expression were purchased from the Jackson Laboratory (*33*) and crossed with *Tmprss2-CreER^T2^* mice to generate the *Tmprss2-CreER^T2^*, *EYFP* mice as control. *Pten*^LoxP^ mice (*Pten*^tm2.1Ppp^) in which exons 4 and 5 are flanked by *LoxP* sites were used as previously described (*9*). *Trp53*^LoxP^ mice in which exons 2 to 10 are flanked by *LoxP* sites were used as previously described (*63*).

### Protein analysis

A375, 22Rv1, and PC3 cells were purchased from American Type Culture Collection (A375, CRL-1619; 22Rv1, CRL-2505; PC3, CRL-3471). For mouse prostates, all tissues were fixed at 4°C overnight in 4% paraformaldehyde. Tissue processing, embedding, sectioning, and IHC staining was performed. Antibodies for IHC and Western blotting are as follows: chicken anti-GFP (2 μg/ml for IHC; Abcam, ab13970), rabbit anti-AR [1:100 for IHC; Abcam, ER179(2), ab108341], rabbit anti-ETV4 (1:200 for IHC; 1:1,000 for Western blotting; Proteintech, 10684-1-AP), rabbit anti-Ki67 (1:200 for IHC; Abcam, ab16667), rabbit anti-SMA (0.4 μg/ml for IHC; Abcam, ab5694), rabbit anti-p53 (1:100 for IHC; 1:1000 for Western blotting; Novocastra, P53-CM5P-L), rabbit anti-Nkx3.1 (1:100 for IHC; AthenaES, 314), mouse anti–β-actin (1:50,000 for Western blotting; Sigma-Aldrich, A1978), and mouse anti–glyceraldehyde-3-phosphate dehydrogenase (1:10,000 for Western blotting; Santa Cruz Biotechnology, sc-59540). Tissue paraffin embedding, sectioning, and hematoxylin and eosin (H&E) staining were performed by the MSKCC core facility. IHC was performed by the MSKCC molecular cytology core using a Ventana Discovery XT. To generate lysates for Western blotting, tissue was homologized in radioimmunoprecipitation assay buffer using the FastPrep-24 system with Lysing Matrix A (MP Biomedicals).

Immunofluorescence staining of Tacstd2/Trop2 (1:100 dilution; R&D Systems, AF1122), Col17a1 (1:100 dilution; Abcam, ab184996), and Ck5 (1:100 dilution; BioLegend, no. 905501) was performed on frozen sections. Sections were permeabilized with 0.5% Triton X-100 for 10 min and blocked with 10% normal donkey serum for 30 min at room temperature. Primary antibodies were incubated overnight. Secondary antibodies with Alexa Fluor 647 and Alexa Fluor 555 (Thermo Fisher Scientific) conjugation were applied on the second day. Image were taken with Leica TCS SP5 upright confocal microscope.

### Mouse prostate digestion

Intraperitoneal injection of TAM was administered in 8-week-old mouse. Two weeks after TAM treatment, mouse prostate was digested 1 hour with collagenase/hyaluronidase (STEMCELL Technologies, no. 07912) and then 30 min with TrypLE Express Enzyme (Thermo Fisher Scientific, no. 12605028) at 37°C to isolate single prostate cells. The prostate cells were stained with phycoerythrin/cyanine 7–conjugated anti-mouse CD326 (EPCAM) antibody (BioLegend, 118216), and then, CD326 and EYFP double-positive cells were sorted out by flow cytometry, which are luminal cells mainly from anterior prostate and dorsal prostate. The mRNA or genomic DNA was extracted from these double-positive cells and then was used for ATAC-seq and RNA-seq analysis.

### ATAC-seq and primary data processing

ATAC-seq was performed as previously described (*64*). Primary data processing and peak calling were performed using ENCODE ATAC-seq pipeline (https://github.com/kundajelab/atac_dnase_pipelines). Briefly, paired-end reads were trimmed, filtered, and aligned against mm9 using Bowtie2 (*65*). PCR duplicates and reads mapped to mitochondrial chromosome or repeated regions were removed. Mapped reads were shifted +4/−5 to correct for the Tn5 transposase insertion. Peak calling was performed using Model-based Analysis of ChIP-seq (MACS2) (*66*), with *P* < 0.01 as cutoff. Reproducible peaks from two biological replicates were defined as peaks overlapped by more than 50%. On average, 25 million uniquely mapped pairs of reads were remained after filtering. The distribution of inserted fragment length shows typical nucleosome banding pattern, and the TSS enrichment score (reads that are enriched around TSS against background) ranges between 28 and 33, suggesting that the libraries have a high quality and were able to capture the majority of regions of interests.

### Differential peak accessibility

Reads aligned to peak regions were counted using R package GenomicAlignments_v1.12.2 (*67*). Read count normalization and differential accessible peaks were called with DESeq2_v1.16.1 in R 3.4.1 (*68*). Differential peaks were defined as peaks with adjusted *P* < 0.01 and |log_2_(FC)| > 2. For visualization, coverage bigwig files were generated using bamCoverage command from deepTools2 and were normalized using the size factor generated by DESeq2. The differential ATAC-seq peak density plot was generated with deepTools2 (*69*), using regions that were significantly more or less accessible in ETV4^AAA^ samples relative to EYFP samples.

### Motif analysis

Enriched motif was performed using MEME-ChIP 5.0.0 (*70*) with differentially accessible regions in ETV4^AAA^ relative to EYFP. ATAC-seq footprinting was performed using TOBIAS (*71*). First, ACACCorrect was run to correct Tn5 bias, followed by ScoreBigwig to calculate footprint score and, lastly, BindDetect to generate differential footprint across regions.

### RNA-seq analysis

The extracted RNA was processed for RNA-seq by the Integrated Genomics Core Facility at MSKCC. The libraries were sequenced on an Illumina HiSeq-2500 platform with 51–base pair (bp) paired-end reads to obtain a minimum yield of 40 million reads per sample. The sequenced data were aligned using STAR v2.3 (*72*) with GRCm38.p6 as annotation. DESeq2_v1.16.1 (*68*) was subsequently applied on read counts for normalization and the identification of differentially expressed genes (DEGs) between ETV4^AAA^ and EYFP groups, with adjusted *P* < 0.05 as threshold. Genes were ranked by sign[log_2_(FC)] × [−log(*P* value)] as input for GSEA analysis using “Run GSEA Pre-ranked” with 1000 permutations (*48*). The custom gene sets used in GSEA analysis are shown in table S2.

### Unsupervised hierarchical clustering

To get an overall sample clustering as part of quality control , hierarchical clustering was performed using pheatmap_v1.0.10 package in R on normalized ATAC-seq or RNA-seq data. It was done using all peaks or all genes, with Spearman or Pearson correlation as the distance metric. To have an overview of the differential gene expression from the RNA-seq data, unsupervised clustering was also performed on matrix with all samples as columns and scaled normalized read counts of DEGs between ETV4^AAA^ and EYFP as rows.

### Integrative analysis of ATAC-seq, RNA-seq, and ChIP-seq data

ERG ChIP-seq peaks were called using MACS 2.1 (*66*), with an FDR cutoff of *q* < 10^−3^ and the removal of peaks mapped to blacklist regions. Reproducible peaks between two biological replicates were identified as ETV4^AAA^ ATAC-seq peaks. ERG ChIP-seq peaks and ETV4^AAA^ ATAC-seq peaks were considered as overlap if peak summits were within 250 bp. To determine whether the overlap was significant, enrichment analysis was done using regioneR_v1.8.1 (*73*) in R, which counted the number of overlapped peaks between a set of randomly selected regions in the genome (excluding blacklist regions) and the ERG-ChIP seq peaks or ETV4^AAA^ ATAC-seq peaks. A null distribution was formed using 1000 permutation tests to compute the *P* value and *z* score of the original evaluation.

To assign ATAC-seq peaks to genes, ChIPseeker_v1.12.1 (*74*) in R was used. Each peak was unambiguously assigned to one gene with a TSS or 3′ end closest to that peak. Differential gene expression between ETV4^AAA^ and EYFP was evaluated using log_2_(FC) calculated by DESeq2. *P* values were estimated using Wilcoxon rank *t* test and Student’s *t* test.

### scRNA sequencing

*Tmprss2-CreER^T2^*, *EYFP*; *Tmprss2-CreER^T2^*, *ETV4*^WT^; *Tmprss2-CreER^T2^*, *ETV4*^AAA^; and *Tmprss2-CreER^T2^*, *ETV4*^AAA^; *Trp53*^L/L^ mice were euthanized 2 weeks or 4 months after TAM treatment (*n* = 3 mice for each genotype and time point). After euthanasia, the prostates were dissected out and minced with scalpel and then processed for 1 hour of digestion with collagenase/hyaluronidase (STEMCELL Technologies, no. 07912) and 30 min of digestion with TrypLE (Gibco, no. 12605010). Live single prostate cells were sorted out by flow cytometry as DAPI^−^. For each mouse, 5000 cells were directly processed with 10x Genomics Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3, according to the manufacturer’s specifications. For each sample, 200 million reads were acquired on NovaSeq platform S4 flow cell.

Reads obtained from the 10x Genomics scRNAseq platform were mapped to mouse genome (mm9) using the Cell Ranger package (10x Genomics). True cells are distinguished from empty droplets using scCB2 package (*75*). The levels of mitochondrial reads and numbers of unique molecular identifiers were similar among the samples, which indicates that there were no systematic biases in the libraries from mice with different genotypes. Cells were removed if they expressed fewer than 600 unique genes, less than 1500 total counts, more than 50,000 total counts, or greater than 20% mitochondrial reads. Genes detected in less than 10 cells and all mitochondrial genes were removed for subsequent analyses. Putative doublets were removed using the DoubletDetection package (*76*). The average gene detection in each cell type was similar among the samples. Combining samples in the entire cohort yielded a filtered count matrix of 48,926 cells by 19,854 genes, with a median of 6944 counts and a median of 1973 genes per cell and a median of 2039 cells per sample. The count matrix was then normalized to counts per million and log_2_(*X* + 1)–transformed for analysis of the combined dataset. The top 1000 highly variable genes were found using SCANPY (version 1.6.1) (*77*). PCA was performed on the 1000 most variable genes with the top 50 PCs retained with 29% variance explained.

To visualize single cells of the global atlas, we used UMAPs (https://arxiv.org/abs/1802.03426). We then performed Leiden clustering (*45*). Marker genes for each cluster were found with scanpy.tl.rank_genes_groups. Cell types were determined using the SCSA package, an automatic tool, based on a score annotation model combining DEGs and confidence levels of cell markers from both known and user-defined information (*78*). Heatmaps were performed for single cells based on log-normalized and scaled expression values of marker genes curated from literature or identified as highly differentially expressed.

DEGs between different clusters were found using MAST package (*79*), which were shown in heatmap. The logFC of MAST output was used for the ranked gene list in GSEA analysis (*48*). The custom gene sets used in GSEA analysis are shown in table S2.

Gene imputation was performed using MAGIC (Markov affinity-based graph imputation of cells) package (*80*), and imputated gene expression was used in the heatmap.

### Analysis of public human gene expression datasets

To analyze *TP53* RNA expression in human prostate cancer samples, we obtained normalized RNA-seq data from prostate cancer TCGA (www.firebrowse.org) (*3*). To assess the role of TP53 loss on progression-free survival and overall survival of ETS-positive prostate cancer, we used cBioportal (*81*). We queried MSKCC (queried on 12 October 2022), TCGA, and Stand-Up-To-Cancer cohorts; we selected patient with fusions of ERG, ETV1, ETV4, FL1, or TMPRSS2 and compared the overall survival between TP53 wild-type and TP53 mutant subsets (*3*, *42*, *44*).

### Statistics

All statistical comparisons between two groups were performed by Graphpad Prism 7.0 software used a two-tailed unpaired *t* test.

### Study approval

Mice were raised under the recommendation of MSKCC veterinary services in accordance to the MSKCC Institutional Animal Care and Use Committee (IACUC 11-12-029).

How the deposited data were processed for this re-analysis (not part of the article)

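The deposited single-cell files cover 24 prostates, from 3 mice each of 4 genotypes (EYFP, ETV4 WT, ETV4 AAA and ETV4 AAA;Trp53 LoxP/LoxP) at 2 times after tamoxifen, 2 weeks and 4 months. Genotype, time and replicate number of each mouse were read from the sample labels. Each file holds UMI counts per gene and barcode of 1 mouse; the authors made these counts with Cell Ranger from reads mapped to mouse genome mm9, by their methods, and deposited them without normalization and with all barcodes kept. The matrices have 31059 features, 31053 mouse genes and 6 transgene features, and 226644 to 486298 barcodes with a UMI per mouse. The feature names are closer to a later mouse annotation than mm9, so no base positions are given; the chromosome and order of Scpep1, Elobl and Coil, discussed below, were read from a separate RefSeq gene table. No cell annotation came with the counts, and the cell classes were therefore rebuilt.

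Cells were kept by the paper's filter: at least 600 genes, 1500 to 50000 UMIs and at most 20% mitochondrial UMIs. Of 51776 barcodes over the gene and UMI minimum, 380 had more than 50000 UMIs and 1369 too high a mitochondrial share, which left 50027. The authors' scCB2 and DoubletDetection were not run; a doublet score from simulated doublets among nearest neighbors was used instead, and the highest scores at a rate of 0.8% per 1000 cells were removed (905 barcodes, 1.81%). The 49122 remaining cells had medians of 1979 genes and 6970 UMIs, with 952 to 2936 cells per mouse. Median UMIs per cell ranged from 3726 to 10608 over the mice, and EYFP replicate 1 of 2 weeks stood at 4142 against 8247 and 8211 in the other 2 mice of its group, so shares of cells with a transgene UMI were also computed after thinning cells to 2000 UMIs. Cells with 1500 to 2000 UMIs pass the filter but cannot be thinned to that depth. Free RNA was estimated per mouse from droplets with at most 100 UMIs and from secretory genes in immune cells; it came to 1.57 to 11.2% of the UMIs of a cell.

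Mitochondrial genes and genes in fewer than 10 cells were removed, as in the paper, leaving 19854 genes. Counts were scaled to log2(CPM + 1), the 1000 most variable genes were reduced to 50 principal components, and a graph of 30 nearest neighbors was clustered by Leiden at resolution 1 (Python 3.11.15, scikit-learn 1.9.0, leidenalg 0.10.2), which gave 33 clusters. The paper used Scanpy 1.6.1 for this step. Transgene features were left out of the clustering. Clusters were named from marker genes fixed in advance, some of them from Tables S4 and S6, which come from these same libraries. Clusters whose leading genes went against a name, or with few markers, keep a number, and a luminal cluster with low UMI counts was kept apart from the Luminal_1 classes. Differences of shares from the paper can come from these rebuilt names. ETV4-positive cells have at least 1 UMI of the human ETV4 feature or of the ETV4 construct's 3' end.

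Mice, and not cells, are the replicates. For shares, the number of cells per class and mouse was tested with edgeR 4.0.16 (quasi-likelihood, total cells of the mouse as offset, all 8 groups in 1 fit), adjusted over lineages, over classes and over combinations as separate families. Combinations are sets such as distal luminal cells with an ETV4 UMI. They overlap with each other, and some were added after seeing the data. Beside it stand exact permutation tests, 2-sided, whose smallest p is 0.1 for 3 mice against 3 and 0.005 over both times. For genes, counts were summed per mouse over the cells of a population (at least 10 cells) and tested with edgeR in R 4.3.3 (TMM, quasi-likelihood, Benjamini-Hochberg, threshold 0.05 on the adjusted p). Levels are means of CPM over mice, with SD. ETV4-positive distal luminal cells of the ETV4 genotypes were chosen by transgene and not by cluster, with Luminal_1(AP)-like cells of EYFP mice as the control. Further fits compared Luminal_1(AP)-like cells of ETV4 WT and EYFP mice, such cells with and without an ETV4 UMI within ETV4 WT mice (mouse as block), Luminal_3-like and Luminal_1-like cells (mouse as block), and basal, stromal and macrophage-like cells. The comparison of ETV4 AAA with ETV4 WT mice and a further fit of Luminal_1(AP)-like cells without an ETV4 UMI were added after seeing the data.

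There were 28 gene lists, tested with camera of limma 3.58.1 at a preset correlation of 0.01 and, beside it, at an estimated correlation; 25 of them were written from general knowledge and 3 come from Table S6. List counts are given over all genes and adjusted over the list alone. A named gene is one the paper names for that population, or one of up to 3 members with the largest change of a list that passed, or one of the 5 largest rises and 5 largest falls with a mean of at least 50 CPM in the higher group and no overlap between the mice of the groups. Values in Tables S4, S5 and S7 to S9 had been seen when this rule was written. Of the gene comparisons of ETV4 AAA with ETV4 WT mice, of the difference between times, of basal cells of ETV4 WT mice and of stroma of ETV4 AAA;Trp53 LoxP/LoxP mice, only genes the paper names and counts are reported, except Cdkn2a, chosen after its values were seen, and the list of p53 targets, both for the difference between times. Some genes that this rule names are not reported here. A gene at 0 counts in a group is given as a lower bound, with 3 counts over the group as the floor.

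The fits were tested on simulated data with 200 genes changed by known amounts. At a log2 change of 1, 26 to 88% of the changed genes were recovered, and at a log2 change of 2, 68 to 96%, with 1 to 20 false calls. For the comparison of ETV4 AAA with EYFP mice in distal luminal cells at 2 weeks these shares were 31% and 68%. In the real comparison 4325 genes passed, and with so many the threshold on the adjusted p is less strict than with 200 changed genes. These shares therefore do not give the recovery in the real comparison. How many changes near a log2 fold change of 1 stay undetected there was not measured.

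The groups, tests, markers, lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, no filter on low counts, a replicate block, leaving out each mouse in turn, free RNA subtracted, doublets kept, at least 1000 genes and 3000 UMIs, a limit of 10% mitochondrial UMIs, at least 3 ETV4 UMIs, other controls, cells chosen by cluster, Leiden resolution 2, epithelial cells as the denominator and TMM factors for shares. Table S5 calls the replicate number the batch, so the numbers pair the samples. As a check, same-numbered mice had a mean correlation of their deviations of -0.0042 in distal luminal cells, 0.019 in basal and 0.020 in stromal cells, and single pairs of mice ranged from -0.21 to 0.21. Mice of different numbers had means of 0.0021, -0.0094 and -0.010. Of 24 libraries, 6 distal luminal, 15 basal and 17 stromal ones correlated best with their own number. A batch effect in basal and stromal cells is therefore not excluded. The main fits leave the replicate number out, and the replicate block takes it in. No sample column was left unused. The gene sets behind the paper's enrichment tests and its tables of differential expression are held only in part and were not tested as sets.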

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

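All tests of an explanation in this part, and all counts of other splits of the mice, were chosen after the result was seen; the comparisons between times were planned, except those of ETV4 AAA with ETV4 WT mice, which were added after seeing the data.

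The ETV4-positive compartment moved differently with age in the ETV4 AAA and ETV4 WT genotypes. Distal luminal cells with an ETV4 UMI were more frequent in ETV4 AAA than in ETV4 WT mice by a log2 ratio of 1.79 at 2 weeks and stood at -0.34 at 4 months. The difference between the times, tested as such, was -2.13 (standard error 0.41, adjusted p = 0.00066), and it passed under every alternative run and without any single mouse. The compartment is defined by an ETV4 UMI, and luminal depth of ETV4 WT mice rose between the times (medians of 5726 and 10784.5 UMIs per cell). With cells thinned to 2000 UMIs where they held as many, an alternative added after seeing the data, the difference was -2.22 (adjusted p = 0.0011). The luminal share as a whole went the same way (-1.02, standard error 0.36, adjusted p = 0.040), but less firmly. That call was lost without any of the ETV4 AAA mice of 2 weeks (-0.99, -1.06 and -1.0 for replicates 1 to 3), ETV4 AAA replicate 1 or 2 of 4 months (-0.83 and -0.90), any of the ETV4 WT mice of 2 weeks (-1.03, -1.03 and -0.99), ETV4 WT replicate 2 or 3 of 4 months (-1.0 and -0.78), with TMM factors (-0.80) and in cells with at least 1000 genes and 3000 UMIs (-0.91).

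The stromal share also changed between the times. The log2 ratio of ETV4 AAA;Trp53 LoxP/LoxP to ETV4 AAA mice was 0.44 at 2 weeks and -0.67 at 4 months. The difference between the times was -1.11 (standard error 0.31, adjusted p = 0.014). It did not pass without ETV4 AAA replicate 1 of 2 weeks (-0.96), ETV4 AAA replicate 2 of 4 months (-0.82) or ETV4 AAA;Trp53 LoxP/LoxP replicate 3 of 2 weeks (-0.98), or with TMM factors (-0.68). Shares of a mouse add to 100%, so a larger epithelial share lowers the stromal one by construction. In ETV4-positive distal luminal cells, 21 genes had a change between these genotypes that differed between the times. Of 30 splits of the genotypes within each time, 4 gave at least as many genes, the real one included, with 157 in the highest of the others, so chance is not excluded. The 3 others that gave as many part the mice of 1 time fully by genotype, so they hold the effect of genotype at that time; among the splits that do not, the highest count was 2.

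Cdkn2a, which encodes the cell cycle inhibitor p16 and p19Arf, an activator of p53, is not discussed in the paper. In luminal cells of ETV4 AAA;Trp53 LoxP/LoxP mice at 4 months it stood at 87.8 ± 12.0 CPM (SD, n = 3), against 8.01 in ETV4 AAA, 0.033 in ETV4 WT and 0.468 in EYFP mice. In ETV4-positive distal luminal cells it was at 125 ± 18.7 CPM against 14.7 ± 3.97 in ETV4 AAA mice (log2 fold change 3.08, standard error 0.41, adjusted p = 0.00039, higher in each of the 3 mice). At 2 weeks the change was 0.63 (adjusted p = 0.69), and the difference between the times was 2.45 (adjusted p = 0.10), so the effect is not shown to differ between the ages. No explanation of it was tested.

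Some genes that the paper does not discuss followed genotype in luminal, basal, stromal and immune cells, the 4 lineages looked at. In luminal cells of ETV4 AAA;Trp53 LoxP/LoxP mice, the mean levels were 22.4 CPM for Psmc3ip (1.37 to 1.45 in the other genotypes), 41.5 for Gm11361 (3.57 to 6.50), 475 for Gm10260 (0.498 to 0.692) and 28.9 for BC023719 (0 to 0.033). Basal, stromal and immune cells of these mice had the same 4 genes high. EYFP mice stood apart by low levels of Gm8797 (15.1 CPM in luminal cells, against 464 in ETV4 AAA, 488 in ETV4 WT and 401 in ETV4 AAA;Trp53 LoxP/LoxP mice) and Rnaset2b (0.568 against 57.8, 63.7 and 63.0), and by high levels of Gt(ROSA)26Sor, the locus of the cassettes (104 CPM in luminal cells, against 2.97 to 5.57), and Gm35082 (10.9 against 0.377 to 0.620). Gm8797, Rnaset2b and Gt(ROSA)26Sor are among the genes counted as changed in each comparison with EYFP mice. Whether they follow a strain segment carried along with an allele was not tested.

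One pattern is that Scpep1, Elobl and Coil were high in basal cells of EYFP mice. Scpep1 stood at 1249 ± 257 CPM there, and its highest level in another lineage of these mice was 65.8 ± 11.4 CPM, in hematopoietic cells, which argues against RNA of another cell type as the source. A sequence difference that changes which reads are counted would act in every lineage, but the ratio of EYFP to ETV4 WT mice was 1.13 in immune cells and 58.0 in basal cells, which argues against it. The genes lie in neighboring places of the annotation (a span of 3 protein-coding genes on chromosome 11), so a local change of the chromosome carried by the EYFP mice stays open; with 1 genotype high, it cannot be told apart from an effect of the genotype. These genes therefore say nothing about ETV4 where EYFP basal cells serve as the control.

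Another pattern is that Trp53 was lower in basal, stromal and immune cells of ETV4 AAA;Trp53 LoxP/LoxP than of ETV4 AAA mice (log2 ratio -0.31, standard error 0.24, at 2 weeks and -0.82, standard error 0.20, at 4 months; exact permutation test over both times, p = 0.010). At 4 months the level was 43.2% lower. Free RNA was estimated to supply 1.00 to 10.0% of the Trp53 counts of these lineages. With it subtracted, the level was 44.3% lower (log2 ratio -0.84, standard error 0.21; exact permutation test over both times, p = 0.015, where 0.005 is the smallest possible), which argues against free RNA of luminal cells as the whole source. Recombination of Trp53 in those lineages stays open. Cdkn1a was also lower there, by a small mean log2 ratio of -0.15 (standard error 0.07, exact permutation p = 0.045). What this test would count as a result was worded after its value was known. The Cdkn1a ratio pools the lineages and does not tell them apart. Immune cells are among them, and were taken above as cells that should lack the transgene. An allele or strain difference that changes the tag count cannot be told apart from recombination, since the Trp53 ratio at 4 months minus that at 2 weeks, -0.51 (standard error 0.31), lies within 2 standard errors of 0.

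A further pattern is the wide change of basal cells in ETV4 AAA mice, 6644 genes at 2 weeks. Among basal cells without an ETV4 UMI, 6570 genes passed, which argues against transgene expression in the basal cells as the whole source, though a cell without an ETV4 UMI can still carry the active transgene. With free RNA subtracted 6349 genes passed, which argues against free luminal RNA as the whole source. Luminal genes rose in these basal cells as well, 9 of 10 (adjusted p = 3.8e-07, and 3.8e-06 with free RNA subtracted), so RNA of luminal cells caught in the same droplets stays open for part of the change. An effect of the ETV4 AAA luminal cells on their basal neighbors, as the paper proposes, remains a hypothesis that these counts may fit but do not test. If EYFP mice differed by strain from the other genotypes, the same genes would move in ETV4 WT basal cells by about as much. Their median log2 fold change there was 0.165 of that in ETV4 AAA mice (quartiles -0.057 and 0.401, 6644 genes, 2 weeks), which argues against this as the whole source. A strain difference that acts in every lineage would move them in ETV4 AAA stroma, where the median was 0.220 of the basal change (quartiles -0.071 and 0.518, 5884 genes), which argues against it as the whole source. A strain difference of the ETV4 AAA mice that acts in basal cells alone was not tested.

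Other splits of the mice were counted for each gene comparison. With 3 mice against 3 there are 10 splits, too few for a share under 0.05, so only the real count and the highest other are given. In ETV4-positive distal luminal cells these were 4325 and 0 (ETV4 AAA against EYFP mice, 2 weeks), 4778 and 1 (4 months), 63 and 3 (ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice, 2 weeks), 612 and 2 (4 months), 4668 and 0 (ETV4 AAA against ETV4 WT mice, 2 weeks) and 5661 and 0 (4 months). Luminal_1(AP)-like cells of ETV4 WT and EYFP mice gave 21 and 2, then 149 and 1. Basal cells gave 6644 and 0, then 5190 and 176 for ETV4 AAA mice, and 962 and 68, then 66 and 0 for ETV4 WT mice. Stroma gave 1938 and 24, then 1056 and 68 for ETV4 AAA mice, and 1974 and 469, then 1137 and 1 for ETV4 AAA;Trp53 LoxP/LoxP mice. Macrophage-like cells gave 839 and 0, then 237 and 57, and Luminal_1(AP)-like cells without an ETV4 UMI 2987 and 0, then 3645 and 17. In each of these the real split, 1 of 10, gave the highest count. Statuses were swapped within mice for cells with against without an ETV4 UMI, and the real split gave the highest count (175 genes, 1 of 32 splits, highest other 103). That share is under 0.05, which argues against chance but does not exclude it. Leaving out 1 mouse moved the count between 76 and 230. Cells with an ETV4 UMI were also deeper, and the swap cannot set depth apart from ETV4. The same swap for Luminal_3-like against Luminal_1-like cells gave 4298 genes (1 of 60, highest other 0). Those classes are clusters made from the same counts, so a large count was built in and does not decide on chance.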

How the results depend on the processing

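The settings chosen after seeing the data were ETV4 from the human ETV4 feature alone, the removal of the low-RNA luminal cluster, basal cells without an ETV4 UMI, low-RNA luminal cells counted into Luminal_1-like cells, cluster 7 cells without an ETV4 UMI counted into Luminal_2-like cells, Luminal_1(AP)-like cells of EYFP and ETV4 WT mice only for Table S7, shares of cells thinned to 2000 UMIs, and the comparisons of ETV4 AAA with ETV4 WT mice and of cells without an ETV4 UMI. Where no reason is given, the cause of a change was not tested. The gene calls counted here are those of the naming rule, which include genes not reported in the text. Of these, doublets kept left 661 of 683 on the same side of the threshold in the same direction. DESeq2 left 640 of 660, at least 1000 genes and 3000 UMIs 666 of 681, no filter on low counts 672 of 683, and free RNA subtracted 590 of 640. Basal cells without an ETV4 UMI left 83 of 84, lateral cells added to the control 227 of 236, and the removal of the low-RNA cluster 233 of 236. A control of EYFP cells with an EYFP UMI changed nothing because every control cell had one, so it tests nothing. Leaving out 1 mouse left 3943 of 4307 gene calls the same; 351 lost and 13 gained the threshold.

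A required absolute log2 fold change above 1 removes genes by construction. In ETV4-positive luminal cells, counts became 2999 of 4778 for ETV4 AAA against EYFP mice at 4 months, 39 of 63 and 250 of 612 for ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 2 weeks and 4 months, and 3063 of 4668 and 2851 of 5661 for ETV4 AAA against ETV4 WT mice. In Luminal_1(AP)-like cells they became 85 of 149 (ETV4 WT against EYFP, 4 months) and 33 of 175 (with against without an ETV4 UMI), and between Luminal_3-like and Luminal_1-like cells 1832 of 4298. In basal cells they became 3217 of 6644 and 1891 of 5190 for ETV4 AAA, and 163 of 962 and 38 of 66 for ETV4 WT mice. Stroma gave 737 of 1938 and 377 of 1056 for ETV4 AAA, and 742 of 1974 and 445 of 1137 for ETV4 AAA;Trp53 LoxP/LoxP mice. Macrophage-like cells gave 391 of 839 and 146 of 237, and Luminal_1(AP)-like cells without an ETV4 UMI 1970 of 2987 and 1910 of 3645.

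ETV4 from the human ETV4 feature alone leaves fewer cells (697 against 9161), and counts in luminal cells were 2450 and 2474 for ETV4 AAA against EYFP mice, 7 and 60 for ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice, 6 for the difference between times, and 1830 for ETV4 AAA against ETV4 WT mice at 4 months; at 2 weeks that fit could not be made. The M1 list and the senescence list of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 4 months changed sign without passing (adjusted p = 0.49 and 0.96). With DESeq2, the count of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 2 weeks was 111, the difference between times 126, Luminal_1(AP)-like cells of ETV4 WT mice at 2 weeks 75 and basal cells of ETV4 WT mice at 4 months 114. With no filter on low counts more genes are tested, and these 4 counts were 127, 72, 137 and 115; Luminal_1(AP)-like cells of ETV4 WT mice gave 332 at 4 months, Luminal_3-like cells 7810 and macrophage-like cells 402 at 4 months. The difference between times gave 13 genes with free RNA subtracted and 92 by cluster. Basal cells of ETV4 WT mice gave 37 at 4 months with free RNA subtracted, and at least 1000 genes and 3000 UMIs gave 88 genes between cells with and without an ETV4 UMI.

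With cells chosen by cluster, as the study did, ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 4 months turned to the other sign for Pbsn (1.86 from -0.56), Tgm4 (0.093 from -1.12), Mmp7 (0.23 from -1.53), C1rb (2.36 from -1.35) and the list of prostate secretory proteins (adjusted p = 0.26). Psca in ETV4 AAA against ETV4 WT mice at 4 months, 2.51 by transgene, was -1.96 by cluster and -1.34 with at least 3 ETV4 UMIs. With free RNA subtracted, Sfn (-4.47), H2-Ab1 (-0.24) and Clu (-6.50) in stroma of ETV4 AAA mice at 4 months turned sign, as did the lists of basal (adjusted p = 0.43), immune (0.66) and luminal genes (0.66) there, and the seminal vesicle list in luminal cells of ETV4 AAA;Trp53 LoxP/LoxP mice (0.63).

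Of the calls of shares (log2 ratios), TMM factors, which scale to the typical class, changed 14 of 79, epithelial cells as the denominator 10 of 52, Leiden resolution 2 7 of 77, and leaving out 1 mouse 72 of 522. TMM factors gave 0.73 for basal cells of ETV4 AAA;Trp53 LoxP/LoxP against EYFP mice at 4 months, which turned sign and passed. Stroma lost its call at 4 months in ETV4 AAA (-0.36) and ETV4 AAA;Trp53 LoxP/LoxP mice (-0.52) against EYFP, between these genotypes (-0.15) and between the times (-0.68). Luminal cells lost the difference between times of ETV4 AAA and ETV4 WT mice (-0.80) and the rise in ETV4 WT mice between the ages (0.85), and gained a rise in ETV4 AAA;Trp53 LoxP/LoxP mice (1.12). The share of Luminal_1-like cells with an ETV4 UMI in ETV4 WT mice (1.07) and the fall of ETV4-positive distal cells in ETV4 AAA mice (-0.57) lost the call, while ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice gained it for those cells at 4 months (1.30), as did Luminal_2-like cells of ETV4 AAA mice (1.92) and myeloid cells of ETV4 AAA;Trp53 LoxP/LoxP mice (0.91). As a share of epithelial cells, luminal cells of ETV4 WT mice passed at 4 months (0.54) and not between the ages (0.37), and Luminal_1-like cells with an ETV4 UMI (0.56), Luminal_ETV4-like cells of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice (0.94) and Luminal_2-like cells of ETV4 AAA;Trp53 LoxP/LoxP mice (1.43) lost the call. At least 1000 genes and 3000 UMIs ended the calls of stroma (-0.64) and Luminal_ETV4-like cells (1.21) of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice and of the luminal difference between times (-0.91). Cluster 7 is defined at resolution 1, so shares that use it have no value at Leiden resolution 2. Leiden resolution 2 gave calls for ETV4-positive distal cells of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice (0.87, as did a limit of 10% mitochondrial UMIs, 0.87) and for Luminal_2-like cells of ETV4 AAA (3.45 and 1.85) and ETV4 AAA;Trp53 LoxP/LoxP mice at 2 weeks (2.14; 1.84 without an ETV4 UMI, from -0.07). Thinned to 2000 UMIs, 2 of 14 calls of cells with or without an ETV4 UMI changed: between the ages in ETV4 WT mice, Luminal_1-like cells with one lost it (0.76) and those without one gained it (0.94). Stroma of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 4 months also lost its call with doublets kept (-0.65).

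The replicate block took that same stromal ratio to -0.66 (adjusted p = 0.055) from -0.67. It also ended the calls of Fh1 in Luminal_1(AP)-like cells, of Cldn3 and Krt8 in macrophage-like cells, of the MDSC list in luminal cells (adjusted p = 0.054) and the hypoxia list in macrophage-like cells (0.054), and of macrophage-like cells of ETV4 AAA;Trp53 LoxP/LoxP against EYFP mice at 2 weeks (0.83), and added Sult1e1 in stroma. It changed no other call, and all 21 counts it was run for stayed within 1.5 times. The estimated correlation ended 108 of 169 list calls.

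Leaving out 1 mouse moved these counts: ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice 33 to 57 (2 weeks), 200 to 564 (4 months) and 6 to 29 (difference between times); Luminal_1(AP)-like cells of ETV4 WT mice 9 to 121 and 92 to 153; cells with an ETV4 UMI 76 to 230. Basal cells of ETV4 WT mice gave 405 to 1565 and 16 to 170. Macrophage-like cells of ETV4 AAA mice gave 392 to 842 and 75 to 304, and stroma 1143 to 2317 and 386 to 1228 (ETV4 AAA) and 1285 to 2043 and 610 to 1056 (ETV4 AAA;Trp53 LoxP/LoxP). The other 9 counts stayed within 1.5 times. The shares whose call changed ranged as follows. Luminal cells: ETV4 WT against EYFP mice 0.44 to 0.90 and between ages 0.59 to 1.06, ETV4 AAA against EYFP 0.49 to 1.06, ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA 0.29 to 0.86 (4 months) and 0.48 to 1.05 (difference between times), and ETV4 AAA against ETV4 WT -1.39 to -0.78 between times. Epithelial cells of ETV4 AAA;Trp53 LoxP/LoxP mice between ages: 0.56 to 0.72. Luminal_1-like cells of ETV4 WT mice: 0.95 to 1.71, and with an ETV4 UMI 0.84 to 1.22. Luminal_2-like cells: 0.33 to 2.09 (ETV4 AAA) and 1.51 to 2.27 (ETV4 AAA;Trp53 LoxP/LoxP). Luminal_ETV4-like cells of ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice: 1.11 to 1.57 at 4 months and 1.14 to 1.60 between times. ETV4-positive distal cells: -1.10 to -0.66 in ETV4 AAA mice between ages, and 0.73 to 1.16 and 0.79 to 1.23 for ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 4 months and between times. Hematopoietic cells of ETV4 AAA mice: 0.73 to 1.23. Stroma: -0.88 to -0.44 (ETV4 AAA against EYFP), -0.82 to -0.38 (ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA, 4 months) and -1.26 to -0.82 (between times). T or NK-like cells of ETV4 AAA mice at 4 months: 1.00 to 1.56. Macrophage-like cells at 2 weeks: 0.71 to 1.10 (ETV4 AAA) and 0.65 to 1.04 (ETV4 AAA;Trp53 LoxP/LoxP). Luminal_1-like with low-RNA luminal cells of ETV4 WT mice at 4 months: 0.95 to 1.63. Luminal_2-like cells without an ETV4 UMI at 4 months: 0.056 to 1.91 (ETV4 AAA) and 1.32 to 2.11 (ETV4 AAA;Trp53 LoxP/LoxP). The other 53 shares kept their call.

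The balance of higher and lower calls moved by more than 10 points as follows. In ETV4 AAA;Trp53 LoxP/LoxP against ETV4 AAA mice at 2 weeks (35 higher, 28 lower), free RNA subtracted gave 30 and 13, ETV4 from the human ETV4 feature alone 7 and 0, and leaving out 1 mouse 22 and 11 or 41 and 16. The difference between times (4 and 17) gave 3 and 3 without either of 2 mice, and 4 and 7, 4 and 2, 6 and 8, 7 and 10 or 4 and 3 without 1 other. In Luminal_1(AP)-like cells of ETV4 WT mice at 2 weeks (15 and 6), DESeq2 gave 21 and 54, doublets kept 14 and 14, and leaving out 1 mouse 7 and 5, 41 and 80 or 6 and 6; at 4 months (96 and 53) leaving out 1 mouse gave 74 and 79. Between cells with and without an ETV4 UMI (91 and 84), DESeq2 gave 59 and 112, no filter 176 and 49, at least 1000 genes and 3000 UMIs 62 and 26, the fold limit 27 and 6, and leaving out 1 mouse 50 and 26 or 58 and 29. Macrophage-like cells at 2 weeks (350 and 489) gave 488 and 358 with no filter, and basal cells of ETV4 WT mice (379 and 583) 747 and 673 without an ETV4 UMI and 155 and 421, 829 and 736, 81 and 324 or 94 and 349 without 1 mouse; at 4 months (34 and 32) they gave 7 and 12, 15 and 52 or 4 and 12 without 1 mouse. The fold limit gave 525 and 212 in stroma of ETV4 AAA mice at 2 weeks (1183 and 755), 1259 and 651 in Luminal_1(AP)-like cells without an ETV4 UMI at 4 months (2038 and 1607) and 91 and 55 in macrophage-like cells at 4 months (123 and 114), which gave 47 and 28 or 56 and 30 without 1 mouse. Median UMIs per cell were 3726 to 4181 in ETV4 WT mice at 2 weeks and 6765 to 7154.5 at 4 months. In Luminal_1(AP)-like cells of ETV4 WT against EYFP mice, 43% and 73% of simulated changes of log2 1 were recovered. The ETV4 WT cells summed there also differed in number, 372 and 767, and depth was not tested apart from cell number. The fry test was run for every list but is not compared as a setting here.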

Differences from the paper's values

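Where the paper tested genes in its single-cell data it took cells as replicates, and here mice are the replicates. Its bulk RNA-seq of sorted cells had replicates of each genotype and was tested with DESeq2. There the paper reports Trp53, Cdkn1a, Cdkn2b, Cxcl1, Spp1 and Tgfb1 as raised by ETV4 AAA. Those bulk data are not compared here. The paper's Table S7 gives Luminal_1(AP) minus Luminal_ETV4, the reverse of its title, and the values below keep the table's direction. Classes were rebuilt from the counts, and the Luminal_1(AP)-like, Luminal_1(LP)-like and Luminal_2-like classes need not hold the same cells as the paper's. The alternatives to shares set before the data were examined were doublets kept, at least 1000 genes and 3000 UMIs, at most 10% mitochondrial UMIs, Leiden resolution 2 and leaving out each mouse.

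Shares of luminal classes differed most in the mice with ETV4 AAA. Luminal_1-like cells of ETV4 AAA mice at 2 weeks made up 6.79% ± 0.967 (SD, n = 3), against 3.81% in the paper's Table S5. All these alternatives differ from it too, with 1.01% at Leiden resolution 2. For Luminal_1(AP)-like cells the share in ETV4 AAA mice was 6.18% ± 1.25 at 2 weeks (the paper's: 0.302%) and 8.35% ± 3.21 at 4 months (the paper's: 2.36%), and in ETV4 AAA;Trp53 LoxP/LoxP mice 3.83% ± 1.61 (the paper's: 0.305%) and 8.27% ± 1.69 (the paper's: 2.51%). Leiden resolution 2 brought the first of these to 0.381%, which does not differ from the paper's; at 5.66 to 6.87%, its other alternatives do. All alternatives to the other shares differ (0.625% at Leiden resolution 2 in ETV4 AAA;Trp53 LoxP/LoxP mice at 2 weeks). Luminal_2-like cells made up 0.972% ± 0.287 in ETV4 AAA mice at 2 weeks (the paper's: 6.90%), and 0.403% ± 0.183 and 1.64% ± 0.508 in ETV4 AAA;Trp53 LoxP/LoxP mice (the paper's: 3.84% and 4.74%). All alternatives differ; Leiden resolution 2 gave 3.76%, 1.5% and 1.84%. With cluster 7 cells without an ETV4 UMI counted as Luminal_2, a setting chosen after seeing the values, the share was 5.81% in ETV4 AAA mice at 2 weeks and 3.49% in ETV4 AAA;Trp53 LoxP/LoxP mice at 2 weeks, which no longer differ, but 7.52% in ETV4 AAA;Trp53 LoxP/LoxP mice at 4 months, which differs in the other direction. That setting drops none of the 4 increases over EYFP mice that the paper reports for Luminal_2 cells.

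The share of cells with the transgene, set beside Table S5, differed in 2 places. Among Luminal_1(LP)-like cells of ETV4 AAA mice at 2 weeks it was 30.4% ± 6.44 (the paper's: 16.7%). A minimum of 3 ETV4 UMIs, set before the data were examined, gave 10.3% and does not differ; doublets kept (31.2%), at least 1000 genes and 3000 UMIs (33.3%) and Leiden resolution 2 (31.2%) do. Among Luminal_2-like cells of ETV4 AAA mice at 4 months it was 9.56% ± 12.6 (the paper's: 27.2%), and the same alternatives all differ (9.56, 9.60, 11.0 and 3.99%).

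Gene values were compared as differences of mean log2(CPM + 1) between groups of cells, without the imputation the paper mentions for its heat map. Luminal_1(AP)-like minus Luminal_ETV4-like gave -2.25 for Trp53 (the paper's: -2.71), -2.58 for Cdkn1a (the paper's: -3.85), -2.35 for Dpp4 (the paper's: -1.24), -0.60 for Sox9 (the paper's: -1.79) and -7.87 for Tgfb1 (the paper's: -8.58). Doublets kept and at least 1000 genes and 3000 UMIs, set before the data were examined, differ for all 5. With Luminal_1(AP)-like cells of EYFP and ETV4 WT mice only, chosen after seeing the values, Tgfb1 was at -8.59 and no longer differs, while Trp53 (-3.32), Cdkn1a (-4.84), Dpp4 (-2.46) and Sox9 (-2.94) still do; none of the 5 changes sign. Between ETV4 AAA;Trp53 LoxP/LoxP and ETV4 AAA mice in Luminal_ETV4-like cells, Cdkn1a was at -1.36 at 2 weeks (the paper's: -2.18, Table S8) and Sox9 at -0.19 at 4 months (the paper's: -0.98, Table S9). Both differ under both alternatives as well. All these values have the paper's sign.

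Some statements of the paper were not met by the tests used here. The paper's P values for shares are from t tests, while the edgeR values here are adjusted over a family of shares. The paper states that epithelial cells of EYFP mice expand with age; the change was 0.46 (adjusted p = 0.25), with every older mouse above every younger one. It states a larger luminal share in ETV4 WT than in EYFP mice at each time; the log2 ratios were 0.46 (adjusted p = 0.36) and 0.68 (adjusted p = 0.063). As a share of epithelial cells the 4-month ratio passed (0.54), as did that without ETV4 WT replicate 1 (0.90) or EYFP replicate 3 (0.82). Over both times the exact permutation p was 0.010. It states an expansion of Luminal_1 in ETV4 WT mice at 2 weeks, for which the ratio was 0.82 (adjusted p = 0.13) and the exact permutation p over both times 0.005. It states a further luminal rise in ETV4 AAA;Trp53 LoxP/LoxP mice at 4 months; the ratio between the ages was 0.49 (adjusted p = 0.10), and TMM factors gave 1.12, past the test.

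For p53 targets, the paper describes a stronger decrease of Mdm2 and Cdkn1a at 4 months. Mdm2 was at -0.78 at 2 weeks and -0.50 at 4 months, with no detected difference between the times (0.28, adjusted p = 0.71), and the difference for Cdkn1a was -0.25 (adjusted p = 0.65). The paper has Trp53, Mdm2 and Cdkn1a high in Luminal_3 and low in Luminal_1 cells; Trp53 (1.5) and Cdkn1a (0.55) were higher and Mdm2 was at -0.12 (adjusted p = 0.40). It has Mdm2 up in Luminal_ETV4 cells, which passed at 2 weeks (1.01) and not at 4 months (0.46, adjusted p = 0.13). Apoptosis and inflammatory signaling are reported as reduced by Trp53 loss: the lists passed at 4 months (adjusted p = 0.033 and 2.5e-05) and not at 2 weeks (0.62 and 0.59). With an estimated correlation, apoptosis did not pass at 4 months either (0.15, and 0.0070 for inflammatory signaling). The list of ECM genes, which the paper has rising in Luminal_ETV4 cells, did not pass (adjusted p = 0.77 and 0.31).

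In cell classes, the paper names a new cluster SV_ETV4. No cluster with seminal vesicle genes was rich in ETV4 here, where 5.63% and 9.60% of seminal vesicle-like cells of ETV4 AAA mice had an ETV4 UMI. Unnamed cluster 29, with an ETV4 UMI in 70 of 74 and 11 of 11 of its cells in these mice and no cell in EYFP or ETV4 WT mice, was given no name, and whether it or part of the Luminal_ETV4-like clusters is the paper's cluster was not settled. It reports more Luminal_2 cells in ETV4 AAA mice; the ratios to EYFP were 1.70 (adjusted p = 0.072) and 1.57 (adjusted p = 0.089), and over both times the exact permutation p was 0.035. Leiden resolution 2 gave 3.45 and 1.85, both past the test, while the 4-month ratio was 0.33 without ETV4 AAA replicate 3. It reports no difference between genotypes in its macrophage classes; macrophage-like cells were more frequent at 2 weeks in ETV4 AAA (0.88, adjusted p = 0.031) and ETV4 AAA;Trp53 LoxP/LoxP mice (0.82, adjusted p = 0.047), though neither call held without each single mouse, and with S100a8-high cells counted in there was no detected difference. Of the Mesenchymal_4 genes it names as raised at 2 weeks, Bgn did not pass in ETV4 AAA;Trp53 LoxP/LoxP mice (0.51, adjusted p = 0.065), and passed there with DESeq2 (0.52) and with no filter on low counts (0.54).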

Other observations

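Both planned and later comparisons are reported in this part; the comparison of Luminal_1(AP)-like cells without an ETV4 UMI was chosen only after the data were seen.

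Senescence and inflammatory genes rose in the summed stromal cells of ETV4 AAA mice. Of 33 senescence and secretory phenotype genes measured, 17 rose and none fell against EYFP mice at 2 weeks (20 adjusted over the list alone; adjusted p = 1.7e-09, and 0.028 with an estimated correlation, camera), and 11 rose and none fell at 4 months (14 adjusted over the list alone; adjusted p = 2.9e-09, and 0.018 with an estimated correlation). Of 29 genes of the tumor necrosis factor and NF-kB response, 15 rose and none fell at each time (20 and 2 adjusted over the list alone at 2 weeks, 20 and 0 at 4 months; adjusted p = 3.2e-07 and 1.9e-15, and 0.045 and 0.0094 with an estimated correlation). Of 24 inflammatory response genes, 11 rose and none fell at each time (14 and 15 adjusted over the list alone; adjusted p = 8.1e-07 and 8.0e-09, and 0.037 and 0.018 with an estimated correlation). Inhba, which encodes an activin subunit, was at 182 ± 51.5 CPM (SD, n = 3) against 14.3 ± 7.49 at 2 weeks (log2 fold change 3.77, adjusted p = 1.4e-06, edgeR), and Plaur, the urokinase receptor gene, rose at both times (2.39, adjusted p = 7.1e-06, and 2.27, adjusted p = 0.00021). At 4 months the chemokine gene Ccl2 was at 1622 ± 599 against 267 ± 103 CPM (2.61, standard error 0.52, adjusted p = 0.0023) and Il6 at 381 ± 124 against 119 ± 16.9 CPM (1.69, adjusted p = 0.00067). Each of these gene and list calls passed under all the alternatives it was run for. Markers of other cells rose in the same summed cells: immune genes (8 of 12 at 2 weeks and 1 of 12 at 4 months, none lower; 9 and 2 adjusted over the list alone; adjusted p = 5.2e-07 and 0.043, and 0.037 and 0.38 with an estimated correlation) and luminal genes (8 of 10 with 1 lower and 6 of 10 with 1 lower; 8 and 2, then 7 and 1 adjusted over the list alone; adjusted p = 3.9e-07 and 4.3e-06, and 0.037 and 0.056 with an estimated correlation). With free RNA subtracted, these did not pass (adjusted p = 0.10 and 0.70 at 2 weeks, 0.66 each with the sign turned at 4 months), while the inflammatory list did (7.7e-05 and 1.4e-07). How much of the rise comes from other cells caught with the stroma was not tested.

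T or NK-like cells made up 5.98% ± 1.00 (SD, n = 3) of the cells of ETV4 AAA mice at 2 weeks and 11.4% ± 4.77 at 4 months, against 3.16% ± 0.293 and 4.80% ± 1.60 in EYFP mice. The ETV4 WT shares were 3.58% and 2.68%, and those of ETV4 AAA;Trp53 LoxP/LoxP mice 6.34% and 7.85%. The log2 ratio of ETV4 AAA to EYFP mice was 1.25 at 4 months (standard error 0.37, adjusted p = 0.012, higher in each of the 3 mice) and 0.91 at 2 weeks (standard error 0.37, adjusted p = 0.059). The 4-month call was lost without ETV4 AAA replicate 2 (1.01) or EYFP replicate 3 (1.00) and in cells with at least 1000 genes and 3000 UMIs (1.23). The 2-week ratio passed with at most 10% mitochondrial UMIs (0.95) and at Leiden resolution 2 (0.91). Hematopoietic cells as a whole were more frequent in ETV4 AAA than in EYFP mice at 4 months (0.96, standard error 0.33, adjusted p = 0.031). That call was lost without ETV4 AAA replicate 1 or 2 (0.83 and 0.76) or EYFP replicate 2 or 3 (1.08 and 0.73).

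Macrophage-like cells of ETV4 AAA mice differed from those of EYFP mice in 350 genes higher and 489 lower at 2 weeks, and 123 higher and 114 lower at 4 months, of 5776. Spp1, which encodes osteopontin, was at 3239 ± 854 CPM (SD, n = 3) against 115 ± 50.3 at 2 weeks (log2 fold change 4.81, adjusted p = 4.6e-05, edgeR), and the glycolytic gene Pkm rose (1.12, adjusted p = 4.6e-05). Tnf, at 109 ± 17.2 against 301 ± 47.4 CPM (-1.46, adjusted p = 0.0028), and Ccl2, at 662 ± 36.9 against 1554 ± 186 CPM (-1.23, adjusted p = 0.0021), fell. Dissociation stress genes fell as well, 17 of 26 with none higher (20 lower adjusted over the list alone; adjusted p = 1.4e-16, and adjusted p = 0.061 with an estimated correlation), so a difference in handling between the mice is not set apart from one in the cells. Markers of other cells rose in the same cells: luminal genes (7 of 10 higher and 1 lower at 2 weeks, 5 higher at 4 months; 7 and 1, then 8 and 1 adjusted over the list alone; adjusted p = 0.00045 and 8.2e-07, and 0.23 and 0.12 with an estimated correlation) and basal genes (3 and 5 of 7 higher; 4 and 5 adjusted over the list alone; adjusted p = 0.0037 and 9.4e-10, and 0.23 and 0.021 with an estimated correlation). With free RNA subtracted, these did not pass (adjusted p = 0.74 and 0.27 for luminal, 0.18 and 0.061 for basal genes). Pyy, a gene of ETV4-positive luminal cells with 0 counts in macrophage-like cells of EYFP mice, stood at 377 ± 121 CPM at 2 weeks, and with free RNA subtracted its rise did not pass (adjusted p = 0.077). With free RNA subtracted, 710 genes passed at 2 weeks, among them Spp1 (5.00), Pkm (1.19), Tnf (-1.4) and Ccl2 (-1.20). The count of 839 at 2 weeks was 506 without ETV4 AAA replicate 2, 505 without replicate 3, 392 without EYFP replicate 2 and 457 without replicate 3. At 4 months the count of 237 was 75 without ETV4 AAA replicate 1, 86 without replicate 2, 90 without EYFP replicate 2 and 136 without replicate 3.

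Luminal_1(AP)-like cells without an ETV4 UMI also differed between ETV4 AAA and EYFP mice. Of 8124 genes, 1623 rose and 1364 fell at 2 weeks, and 2038 rose and 1607 fell at 4 months. Psca had a log2 fold change of 1.33 at 2 weeks (edgeR, adjusted p = 0.37; 1.44 and past the test with no filter on low counts) and rose by 6.09 at 4 months (adjusted p = 6.7e-07). Krt4 rose by 2.54 and 2.83, and its 2-week call was lost without EYFP replicate 3 (2.33). Pbsn fell (-4.62 and -2.90). Of 16 ETS and MAPK feedback genes, 13 rose and 1 fell at 2 weeks (14 and 1 adjusted over the list alone; adjusted p = 2.9e-13, and 0.0021 with an estimated correlation), and 12 rose and 1 fell at 4 months (adjusted p = 6.7e-09, and 0.011 with an estimated correlation). Cell classes differ between the genotypes: 96.9% and 88.1% of these ETV4 AAA cells lay in cluster 7, against 11.9% and 17.5% of the EYFP cells. A cell without an ETV4 UMI can still carry the active transgene, so these values do not show an effect on cells that lack it.

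Unnamed cluster 29 (165 cells, led by Olfm4 and Sbpl) held cells of ETV4 AAA and ETV4 AAA;Trp53 LoxP/LoxP mice alone. An ETV4 UMI was found in 70 of 74 and 11 of 11 of its cells in ETV4 AAA mice at 2 weeks and 4 months, and in 58 of 60 and 19 of 20 in ETV4 AAA;Trp53 LoxP/LoxP mice. It made up 0.975% and 0.249% of the cells of ETV4 AAA mice and 1.03% and 0.298% of those of ETV4 AAA;Trp53 LoxP/LoxP mice, and was singled out after its values were seen.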
